# Transcriptional profiling predicts running promotes cerebrovascular remodeling in young but not midlife mice

**DOI:** 10.1186/s12864-019-6230-z

**Published:** 2019-11-14

**Authors:** Kate E. Foley, Hongtian Stanley Yang, Leah C. Graham, Gareth R. Howell

**Keywords:** Running, Exercise, Genomics, Cerebrovasculature, Extracellular matrix, Angiogenesis, Midlife, Vascular compromise, Endothelial cells, Basement membrane

## Abstract

**Background:**

The incidence of dementia and cognitive decline is increasing with no therapy or cure. One of the reasons treatment remains elusive is because there are various pathologies that contribute to age-related cognitive decline. Specifically, with Alzheimer’s disease, targeting to reduce amyloid beta plaques and phosphorylated tau aggregates in clinical trials has not yielded results to slow symptomology, suggesting a new approach is needed. Interestingly, exercise has been proposed as a potential therapeutic intervention to improve brain health and reduce the risk for dementia, however the benefits throughout aging are not well understood.

**Results:**

To better understand the effects of exercise, we preformed transcriptional profiling on young (1–2 months) and midlife (12 months) C57BL/6 J (B6) male mice after 12 weeks of voluntary running. Data was compared to age-matched sedentary controls. Interestingly, the midlife running group naturally broke into two cohorts based on distance ran - either running a lot and more intensely (high runners) or running less and less intensely (low runners). Midlife high runners had lower LDL cholesterol as well as lower adiposity (%fat) compared to sedentary, than midlife low runners compared to sedentary suggesting more intense running lowered systemic markers of risk for age-related diseases including dementias. Differential gene analysis of transcriptional profiles generated from the cortex and hippocampus showed thousands of differentially expressed (DE) genes when comparing young runners to sedentary controls. However, only a few hundred genes were DE comparing either midlife high runners or midlife low runners to midlife sedentary controls. This indicates that, in our study, the effects of running are reduced through aging. Gene set enrichment analyses identified enrichment of genes involved in extracellular matrix (ECM), vascular remodeling and angiogenesis in young runners but not midlife runners. These genes are known to be expressed in multiple vascular-related cell types including astrocytes, endothelial cells, pericytes and smooth muscle cells.

**Conclusions:**

Taken together these results suggest running may best serve as a preventative measure to reduce risk for cerebrovascular decline. Ultimately, this work shows that exercise may be more effective to prevent dementia if introduced at younger ages.

## Background

With an aging population, the impact of age-related cognitive impairment is increasing [1–4]. Cognitive impairment can involve many symptoms, including memory loss, newfound difficulties with language, and inability to make every-day decisions [5]. Further, the incidence of many dementias for which aging is the major risk factor is increasing. For example, Alzheimer’s Disease (AD), with approximately 5.4 million people affected in the 2016, is expected to increase to over 13 million in the next few years [6]. The majority of clinical trials for AD therapeutics have focused on reducing hallmark pathologies such as amyloid beta accumulation and tau tangles. However, these pathologies do not always correlate to cognitive function, and therefore these therapeutic targets may not rescue the symptoms that ultimately burden the patient [7, 8]. Currently, despite numerous preclinical studies and clinical trials, there are no therapies for cognitive decline.

Non-pharmacological interventions have been proposed as alternatives to pharmacological treatments to prolong brain health – reducing risk for age-related cognitive decline and dementias. Obesity and physical inactivity increase risk for cognitive decline and dementia, suggesting that interventions such as diet and exercise can mitigate risk [9]. Exercise has positive effects, not just improving systemic health, but also cerebral health through increases in cerebral plasticity, neurogenesis, as well as hippocampal and cortical volume [10, 11]. Exercise earlier in life correlated with reduced cognitive impairment with age [12]. The cerebral benefits of exercise may arise through the induction of brain derived neurotropic factor (BDNF), which triggers neuronal proliferation in the dentate gyrus [13]. A recent study has also explored the use of running, as well as an AAV-based gene therapy to increase neuronal proliferation and survival, in a mouse model of AD [14]. Viral-induced neurogenesis alone did not benefit cognition as well as running did, suggesting that running also promotes non-neuronal changes that improve cognition. Therefore, the full spectrum of processes by which running promotes brain health and reduces risk for dementias remains unclear. Furthermore, given that many such studies are performed in young mice, it remains unknown whether the beneficial effects of running persist through multiple life stages.

Here, we chose an unbiased transcriptional profiling approach to better understand the effects of running on overall brain health. To date, an extensive evaluation of the transcriptome of the brain in response to running across ages has not been assessed. RNA sequencing was performed on the cortex and hippocampus from young and middle aged (midlife) C57BL/6 J (B6) male mice that were provided running wheels for 12 weeks. Transcriptional profiles were compared to aged-matched sedentary controls. Within the midlife running cohort, half the mice ran markedly faster and farther (high runners) than the other half (low runners). This provided natural variation in our midlife running dataset and allowed us to also interrogate how the intensity of running impacted systemic health as well as transcriptional profiles in the brain. The young cohort did not exhibit such variation in their voluntary exercise. Transcriptomes of young running mice showed considerably more differentially expressed (DE) genes compared to either low-running or high-running midlife cohorts. Gene set enrichment analyses revealed enrichment of genes in pathways implicated in vascular remodeling in young, but not midlife mice.

## Results

### Voluntary running distances at midlife showed a bimodal distribution

To understand the molecular changes in the brain in response to voluntary running, running wheels were provided to young (1–2 month old, mo) and midlife (12 mo) C57BL/6 J (B6) male mice for 12 weeks. Age-matched sedentary controls had no access to a running wheel (Fig. 1a). To quantify running, wheel rotations per minute were assessed overnight, when mice are most active, for at least five nights during the last week of the experiment. These data were used as an estimate for the overall running performed during the 12 weeks. Although there was some variation between average wheel rotations per night in the young cohort, five of six mice averaged over 10,000 rotations per night. Of the 12 midlife running mice however, half averaged fewer than 10,000 rotations per night deemed ‘Low Runners’ (gray), and half averaged greater than 10,000 rotations per night, deemed ‘High Runners’ (black) (Fig. 1b). Of the minutes active, the high running cohort ran faster (average rotations per minute of active minutes) than the low running cohort (Fig. 1c). Direct comparison of speed and distance between midlife low and high runners revealed significant differences (*p* < 0.001) (Fig. 1d, Additional file 1: Figure S1A). This was not due to dominance in group housing (Additional file 9: Table S1). High runners ran a similar distance (on average, greater than 10,000 rotations per night) to young runners. Additionally, midlife high runners spent more time running compared to midlife low runners (Additional file 1: Figure S1B). High runners also were quantified to have run at 100 rotations per minute, while the low runners did not show this ability (Additional file 1: Figure S1C). Young sedentary mice gained more weight over the course of the experiment than young running mice (Fig. 1e, f). There was no significant difference in weight from the start of the experiment to the end between midlife running and midlife sedentary mice (Fig. 1f, Additional file 1: Figure S1D). To better understand body composition in the midlife cohort, mice were subjected to NMR a week before harvest to assess fat and lean mass percentages. Midlife high runners showed a significant decrease in fat mass (g) reflected by a corresponding decrease in adiposity (%fat) (Additional file 1: Figure S2A, S2B, S2D). Lean muscle mass was not different among the groups but the midlife high running cohort had a higher percent lean muscle mass compared to low running and sedentary cohorts, presumably due to the lower body weight of the high runners (Additional file 1: Figure S2C, S2E). This indicates that the weight composition was more favorable (high lean muscle percentage, low fat percentage) in the high runners compared to the other midlife mice.

**Fig. 1:**
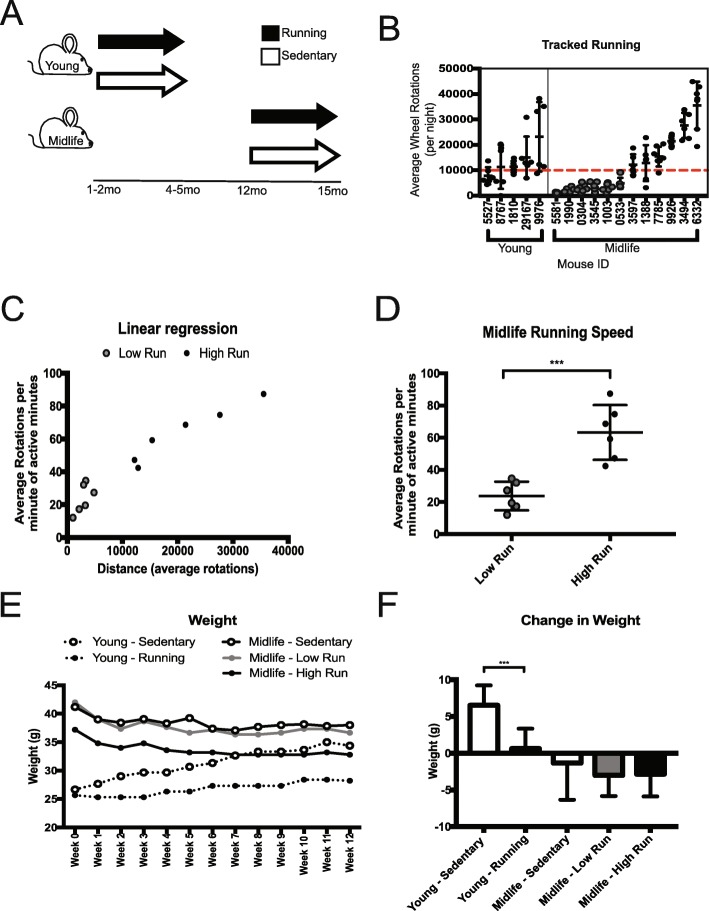
Voluntary Running at young and midlife reveals natural variation in running intensity. **a** Experimental strategy of running mice. Young mice were given access to voluntary running wheels for 12 weeks starting at 1–2 months of age and ending at 4–5 months of age. Midlife mice were given access to wheels for 12 weeks starting at 12 months of age and ending at 15 months of age. **b** Average wheel rotations per night showed dichotomous response of midlife running. Midlife mice that ran below 10,000 rotations per night (red line), were deemed ‘Low’ (grey). Midlife mice that ran above 10,000 rotations per night, deemed ‘High’ (black). **c** Graph of distance vs speed showed differences between low and high running groups; all midlife high runners trended faster and farther than midlife low runners. **d** Midlife running speed between low and high runner groups showed a significant difference (*p* < 0.001). **e** Weight over the course of running experiment. **f** Change in weight of each cohort from start to end of the experiment (*p* < 0.001)

To assess whether running during midlife altered metabolic indicators of health in the blood, we measured cholesterol composition, non-fasted glucose, triglycerides, and non-esterified fatty acids (NEFA) levels. Total cholesterol was significantly reduced in young runners compared to age-matched sedentary controls (Fig. 2a). Midlife high runners also showed a significantly lower total cholesterol profile compared to midlife sedentary controls, which could be attributed to the decrease in LDL cholesterol (Fig. 2a-c). HDL cholesterol remained unchanged with running (Fig. 2c). Non-fasted glucose levels were not significantly different, although there was trend towards lower blood glucose in running compared to sedentary mice at both ages (Fig. 2d). Triglycerides and NEFA were reduced by running at a young age, but this effect was not seen in the midlife cohort (Fig. 2e, f). Taken together, there was a significant shift towards a healthier body composition and blood profile in midlife high runners compared to low runners. Further, systemic health benefits such as levels of total cholesterol, including LDL, can be altered at midlife due to more intense running.

**Fig. 2:**
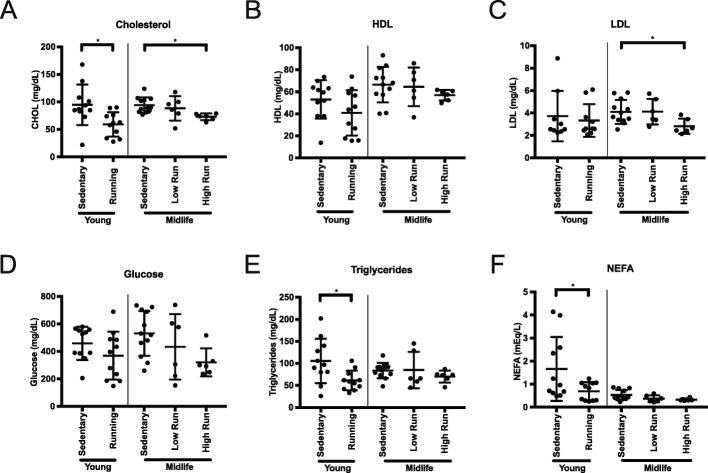
Lipid profiling of the blood showed ability to alter cholesterol composition in midlife. **a** Significant difference in total cholesterol plasma concentration at harvest in young runners and between midlife high runners to midlife sedentary mice (young *p = 0.0124, midlife *p = 0.0282). **b** No significant difference in High Density Lipoprotein (HDL) plasma concentration between runners and sedentary mice. **c** Significant difference in Low Density Lipoprotein (LDL) plasma concentration between midlife high runners and midlife sedentary mice (*p = 0.0489). **d** No change in non-fasted glucose plasma concentration across all cohorts. **e** Significant decrease in in plasma triglyceride between young run and young sedentary concentration (*p = 0.0151). **f** Significant reduction in Non-Esterified Fatty Acid (NEFA) plasma concentrations between young run and young sedentary cohorts (*p = 0.0374)

### Young running affects transcriptional signatures more robustly than midlife running

To assess transcriptional changes in the brain after running at two different ages, RNA-seq was performed on hippocampus and cortex – vulnerable regions in age-related cognitive decline and dementia (Additional file 1: Figures S3 and S4). 

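RNA-seq counts of 65 libraries from 34 male mice were analysed here. Cortex libraries came from 5 young runners, 5 young sedentary mice, 6 midlife high runners, 6 midlife low runners and 10 midlife sedentary mice. Hippocampus libraries came from 5 young runners, 5 young sedentary mice, 5 midlife high runners, 6 midlife low runners and 12 midlife sedentary mice. Young mice had running wheels from 1 to 2 months of age until 4 to 5 months, and midlife mice from 12 months until 15 months. The paper gives 12 weeks of running for both ages, while the group names in Table S7 and Table S8 give 8 weeks. Poly(A) RNA was sequenced as paired reads, and the authors trimmed the reads, aligned them to the mm10 genome with Bowtie2 and counted them per gene with RSEM. The deposited values were whole-number counts for 38924 genes, without normalization.
In the cortex, total counts ranged from 22076748 to 31419150 in young runners (median 30804033), from 28699029 to 47808356 in young sedentary mice (median 35490496), from 32976973 to 42311493 in midlife high runners (median 39666472), from 28544154 to 41041208 in midlife low runners (median 36753302) and from 26967798 to 42231144 in midlife sedentary mice (median 35423748). In the hippocampus, they ranged from 27731007 to 39456361 in young runners (median 29427596), from 20442741 to 39470420 in young sedentary mice (median 28766987), from 37474881 to 53075773 in midlife high runners (median 42548209), from 34551336 to 47535936 in midlife low runners (median 40799212) and from 25530878 to 45507271 in midlife sedentary mice (median 35802426). The paper gives a total of 45 M reads without saying for what, the sample labels give 45 M reads for each library, and the median library here had 35.8 M reads counted on genes.
Genes with a CPM above 1 in at least 2 libraries of a fit were kept, and counts were normalized by edgeR's TMM method. Each contrast was tested with edgeR's quasi-likelihood F-test, and genes with an FDR under 0.05 after Benjamini-Hochberg adjustment were called DE. The young groups of a region were fitted together, and the midlife sedentary, low and high groups of a region shared a fit. Midlife libraries lay on sequencing lanes 1 and 5, with each midlife group in both, while the lanes of young libraries held too few mice of each group for a comparison within a lane. Mouse 18606 was left out of the young hippocampus, as in the paper (Figure S3). Xist reached at most 0.948 CPM in any library, while Uty, the lowest of 4 Y-linked genes, had at least 5.04 CPM in each, as the male labels require. Within each group, libraries differed by more than the sampling noise, with a smallest chi-square per degree of freedom of 5.19. This argues against a library entered again under another name, and cannot show that libraries came from separate mice. Each was counted as a replicate because the labels give a separate mouse for each library of a group.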

Differentially expressed (DE) genes (FDR < 0.05) were identified by comparing (i) young running to young sedentary, (ii) midlife high runners to midlife sedentary, and (iii) midlife low runners compared to midlife sedentary (Additional file 2: Table S2, Additional file 3: Table S3, Additional file 4: Table S4, Additional file 5: Table S5, Additional file 6: Table S6, Additional file 7: Table S7 and Additional file 8: Table S8, Additional file 1: Figure S5, see Methods). 

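The spread between mice set how small a change could be called. The biological coefficient of variation was 0.102 in the young cortex, 0.0988 in the young hippocampus, 0.183 in the midlife cortex and 0.158 in the midlife hippocampus. In counts simulated from the young cortex libraries with 200 genes changed 2-fold, the test recovered 95.5% of the changed genes, and 6.37% of its calls were false. In counts simulated from the midlife cortex libraries, it recovered 92% of them at 6 high runners against 10 sedentary mice, and 5.64% of its calls were false. Smaller changes were not simulated, while the genes called in the young cortex had a median log2 fold change of 0.33 in size. How many changes of that size the test would recover at midlife is therefore not known. Across genes, the log2 fold changes had a Pearson correlation of at least 0.9996 with those in the authors' deposited tables of these comparisons, where genes are not independent replicates.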

In the cortex, there were 1252 DE genes (742 upregulated, 510 downregulated) when comparing young runners to young sedentary mice (Fig. 3a, b). However, there were only 214 DE genes (70 upregulated, 144 downregulated) in the midlife high runners compared to midlife sedentary, and 67 DE genes (20 upregulated and 47 downregulated) comparing midlife low runners to midlife sedentary (Fig. 3b). 

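In the young cortex, 945 of 14936 tested genes were DE (520 upregulated, 425 downregulated), and 4146 genes had an unadjusted p under 0.05. The DE genes had a median log2 fold change of 0.33 in size, and 28 of them changed more than 2-fold. In 741 of them, all 5 runners lay on the same side of all 5 sedentary mice. Over all tested genes this held for 9.20%, where chance gives 0.794%. The authors' deposited table calls 902 of the 945 genes. Of the alternatives tried, adding the choroid plexus score of each library, the mean log2 CPM of 22 choroid plexus genes, to the fit moved the number most, to 16 DE genes. In the cortex, 5 of these 22 genes exceeded 1 CPM in young sedentary mice, and the score was 0.19 higher in young runners (two-sided exact permutation p = 0.0556, adjusted 0.185 over 60 list comparisons). With the score in the fit, the log2 fold change of Dbp stayed at -0.97, while that of Arntl went from 0.48 to 0.53, of Asb4 from 1.92 to 2.24 and of Cdh1 from 1.97 to 1.53. In a fit of both ages, chosen after the data were seen, 70 genes were DE, and 56 with the score. In the 10 fits that each left out a mouse, the number ranged from 128, without sedentary mouse 18681, to 1301, without sedentary mouse 18606.
Among DE genes without overlap between the groups, Cdh1, Asb4 and H2-Q7 had the highest log2 fold changes and Ciart, Per2 and Dbp the lowest. Cdh1 (ENSMUSG00000000303, mm10 chromosome 8 from 106603351 to 106670246) had 1.82 ± 0.726 CPM (SD, n = 5) in runners and 0.450 ± 0.331 CPM (SD, n = 5) in sedentary mice, a log2 fold change of 1.97 (standard error 0.40). Asb4 (ENSMUSG00000042607, chromosome 6 from 5383386 to 5433022) rose from 0.444 ± 0.147 to 1.70 ± 0.721 CPM, with a log2 fold change of 1.92 (standard error 0.33). H2-Q7 (ENSMUSG00000060550, chromosome 17 from 35439155 to 35443773) had a log2 fold change of 1.34 (standard error 0.24), which is uncertain because its reads can be split with other members of its multigene family. Ciart (ENSMUSG00000038550, chromosome 3 from 95878503 to 95882251) went from 25.3 ± 5.95 to 11.4 ± 1.47 CPM and Per2 (ENSMUSG00000055866, chromosome 1 from 91415982 to 91459324) from 79.6 ± 14.6 to 36.1 ± 11.4 CPM, with log2 fold changes of -1.16 (standard error 0.14) and -1.14 (standard error 0.19). Dbp (ENSMUSG00000059824, chromosome 7 from 45705088 to 45710203) had 30.0 ± 3.67 CPM in runners and 58.8 ± 4.64 CPM in sedentary mice, a log2 fold change of -0.97 (standard error 0.084). The FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0197 for Cdh1, 0.0115 for Asb4, 0.0123 for H2-Q7, 0.00205 for Ciart, 0.0101 for Per2 and 0.000197 for Dbp. With each mouse left out in turn, only Cdh1 among these genes passed the threshold in one fit less, with a highest FDR of 0.0547 from the same edgeR quasi-likelihood test.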

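In the midlife cortex, 15068 genes were tested. Midlife high runners had 0 DE genes, with 1084 genes at an unadjusted p under 0.05, and midlife low runners had 0 DE genes, with 503 genes at an unadjusted p under 0.05. The smallest FDR, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was 0.0522 in high runners, for Arntl, and 0.679 in low runners. Of the alternatives tried, a likelihood ratio test with a single common dispersion for all genes moved the numbers most, to 217 DE genes in high runners (72 upregulated, 145 downregulated) and 69 in low runners (20 upregulated, 49 downregulated). In simulated midlife cortex counts with 200 genes changed 2-fold, 171 of the 368 calls of that test were false, 46.5%. This share depends on how many genes were changed, so it does not give the share of false calls among the real ones. The authors' deposited tables call 210 of these 217 genes and 67 of these 69 genes. In the 16 fits that each left out a mouse, high runners had from 0 to 5 DE genes, with 5 in the fit without high runner 7785. Low runners had 0 DE genes in each of their 16 fits, with the counts at an unadjusted p under 0.05 from 357 to 677.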

Hippocampal analysis revealed similar results to the cortex. 

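In the young hippocampus, with 5 runners and the 4 sedentary mice left after mouse 18606, 1944 of 15096 tested genes were DE (1386 upregulated, 558 downregulated), and 4415 genes had an unadjusted p under 0.05. The DE genes had a median log2 fold change of 0.46 in size, and 449 of them changed more than 2-fold. In 1618 of them the runners and sedentary mice did not overlap. This held for 15.1% of all tested genes, where chance gives 1.59%. The authors' deposited table calls 1741 of the 1944 genes. With the choroid plexus score of each library in the fit, 0 genes were DE, and 636 genes had an unadjusted p under 0.05. That score separated all runners from all sedentary mice. With 18606 kept, 1004 genes were DE, and leaving out another mouse in turn gave from 1136, without sedentary mouse 18681, to 2607, without runner 18526.
By the same rule as in the cortex, Cdh3, Tmem72 and Six3os1 were the highest DE genes and Gm15429, Dbp and Ciart the lowest. Cdh3 (ENSMUSG00000061048, chromosome 8 from 106510913 to 106556908) had 4.40 ± 1.67 CPM (SD, n = 5) in runners, and in sedentary mice 0.71 CPM in mouse 18627 and 0 in the other 3, so no fold change is given. Tmem72 (ENSMUSG00000048108, chromosome 6 from 116679063 to 116716913), a gene of the choroid plexus list, had 23.9 ± 8.36 CPM in runners and 1.28 ± 2.24 CPM (SD, n = 4) in sedentary mice, a log2 fold change of 4.00 (standard error 0.69) that was 7.11 without mouse 18627. Six3os1 (ENSMUSG00000093460, chromosome 17 from 85600651 to 85618398), which overlaps Six3 on the opposite strand and is therefore uncertain, had a log2 fold change of 3.99 (standard error 0.48). Gm15429 (ENSMUSG00000040323, chromosome 1 from 161726242 to 161727489), a processed pseudogene whose reads can be split with its parent gene, had a log2 fold change of -1.29 (standard error 0.18). Dbp had 20.8 ± 2.32 CPM in runners and 47.6 ± 5.12 CPM in sedentary mice, a log2 fold change of -1.19 (standard error 0.091), and Ciart had 4.96 ± 0.522 and 11.2 ± 1.52 CPM, a log2 fold change of -1.17 (standard error 0.11). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the FDR was 0.00324 for Cdh3, 0.0041 for Tmem72, 0.00103 for Six3os1, 0.00165 for Gm15429, 0.000585 for Dbp and 0.000672 for Ciart.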

In young mice there were 2026 DE genes (1498 upregulated, 528 downregulated) in the young runners compared to young sedentary (Fig. 3f, g). 

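In the midlife hippocampus, 15139 genes were tested. Midlife high runners had 15 DE genes (8 upregulated, 7 downregulated), with 1500 genes at an unadjusted p under 0.05. Midlife low runners had 0 DE genes, with 1417 genes at an unadjusted p under 0.05 and a smallest FDR of 0.0521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 6 of the 15 genes the 5 high runners and the 12 sedentary mice did not overlap. Over all tested genes this held for 0.198%, where chance gives 0.0323%. With a single common dispersion, 300 genes were DE in high runners (95 upregulated, 205 downregulated) and 181 in low runners (82 upregulated, 99 downregulated). The authors' deposited tables call 269 of these 300 genes and 171 of these 181 genes, and 10 of the 15 genes. The number in high runners was 0 without high runner 9926, with 1018 genes at an unadjusted p under 0.05, and 21 without sedentary mouse 6967. In low runners it ranged from 0 to 6 when a mouse was left out, with 6 without sedentary mouse 9555.
The non-overlapping genes were Bok, Arntl, Stac2 and Scg2, which were upregulated, and Amy1 and Stk26, which were downregulated, and the 3 highest and the lowest of them are described. Bok (ENSMUSG00000026278, chromosome 1 from 93685660 to 93695764) had 70.1 ± 12.4 CPM (SD, n = 5) in high runners and 46.2 ± 5.62 CPM (SD, n = 12) in sedentary mice, a log2 fold change of 0.60 (standard error 0.11). Arntl (ENSMUSG00000055116, chromosome 7 from 113207465 to 113314126) had 44.8 ± 5.24 and 30.6 ± 3.60 CPM, a log2 fold change of 0.55 (standard error 0.078). Stac2 had a log2 fold change of 0.31 (standard error 0.060), Stk26 of -0.41 (standard error 0.076) and Amy1 of -0.45 (standard error 0.085). Amy1 is uncertain, since its reads can be split with the other amylase genes. The FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0257 for Bok, 0.00425 for Arntl and 0.0287 for Stac2, Stk26 and Amy1, and each of the 5 genes was above 0.05 in at least one fit that left out a mouse.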

In midlife mice, there were 271 DE genes (87 upregulated, 184 downregulated) comparing midlife high runners to midlife sedentary controls, and 172 DE genes (80 upregulated, 92 downregulated) comparing midlife low runners to midlife sedentary controls (Fig. 3g). These results show that transcriptionally, running at a young age has a far greater effect on the number of DE genes than at midlife.

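The difference between the effects of running at the 2 ages was tested in a fit of all young and midlife libraries of a region, as the running effect of young mice minus that of midlife high runners. In the cortex, 5 of 15291 tested genes differed (3 higher, 2 lower in the young effect), with 2638 genes at an unadjusted p under 0.05. The 5 genes were Neurod6, Gabra5, Prdm16, Col26a1 and Hdac7, which are named because they are few, after their values were seen. In the hippocampus, 659 of 15407 tested genes differed (428 higher, 231 lower), with 3926 genes at an unadjusted p under 0.05. With the choroid plexus score in the fit, 1 gene differed in each region, a setting chosen after the data were seen. Without young sedentary mouse 18681, 3 genes differed in the hippocampus, and without midlife high runner 6332, 1630 genes. The young and midlife mice ran at separate times, so age and the time of the experiment cannot be told apart in this contrast. The paper tracked running in a separate group of young mice, so the distance of the sequenced young runners is not known. Midlife high runners were grouped by distance, so the amount run may also differ between the ages. Across genes, which are not independent replicates, the young and the midlife high effects had a Pearson correlation of -0.30 in the cortex and -0.28 in the hippocampus. The cortex value was 0.016 with a term for gene length bias between libraries in both fits, chosen after the data were seen. That bias is a candidate explanation of the opposite direction there, and no such value is reported for the hippocampus. From the numbers of DE genes at each age, the paper concludes that running affected the expression of more genes in young mice.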

**Fig. 3:**
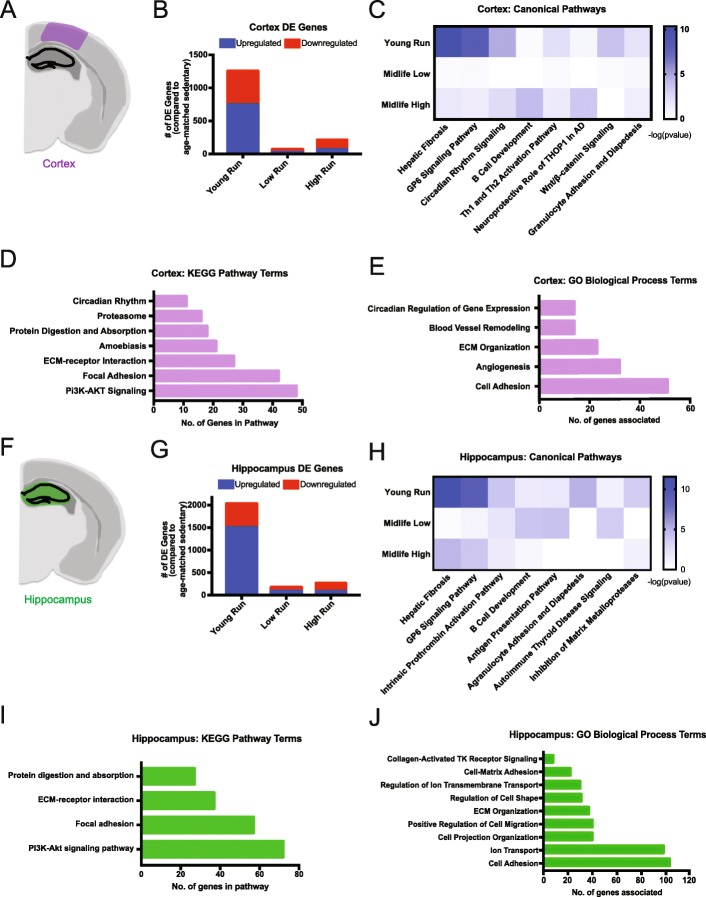
RNA-seq analysis identified ECM-related enrichment in both the cortex and hippocampus of young runners. **a** Cortical region (purple) used for RNA-seq. **b** Number of DE genes (FDR < 0.05) found in the cortex of the young runners compared to young sedentary (‘Young Run’), midlife low runners compared to midlife sedentary (‘Low Run’), and midlife high runners compared to midlife sedentary (‘High Run’) (FDR < 0.05). **c** IPA canonical pathway analysis showed enriched ‘Hepatic Fibrosis’ and ‘GP6 Signaling Pathway’ in the cortex of young run compared to young sedentary, however not significant in midlife comparisons. **d** KEGG pathway enrichment analysis in the cortex for young run compared to young sedentary (FDR < 0.05). **e** GO term enrichment analysis in the cortex for young run compared to young sedentary (FDR < 0.05). **f** Hippocampal region (green) used for RNA-seq tissue submission. **g** Number of DE genes (FDR < 0.05) found in the hippocampus of the young runners compared to young sedentary (‘Young Run’), midlife low runners compared to midlife sedentary (‘Low Run’), and midlife high runners compared to midlife sedentary (‘High Run’) (FDR < 0.05). **h** IPA canonical pathway analysis showed enriched ‘Hepatic Fibrosis’ and ‘GP6 Signaling Pathway’ in the hippocampus of young run compared to young sedentary, however not significant in midlife comparisons. **i** KEGG pathway enrichment analysis in the hippocampus for young run compared to young sedentary (FDR < 0.05). **j** GO term enrichment analysis in the hippocampus for young run compared to young sedentary (FDR < 0.05)

### Extracellular matrix-related genes are altered in young but not midlife runners

Next, we sought to identify which pathways and genes were significantly altered by running at a young age, but showed no difference at midlife. We first analyzed transcriptional data through Ingenuity Pathway Analysis (IPA) canonical pathway analysis. 

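Of the genes of circadian rhythm, a list of 17 clock genes was scored in each library as the mean of log2(CPM + 0.5), and all 17 exceeded 1 CPM in sedentary mice. The score was lower in all young runners than in all young sedentary mice, by -0.37 in the cortex (6.03 ± 0.102 against 6.4 ± 0.0553, SD, n = 5 each) and by -0.44 in the hippocampus (5.52 ± 0.0625, n = 5, against 5.95 ± 0.122, n = 4). The two-sided exact permutation test gave p = 0.00794 in each region, adjusted to 0.0476 by Benjamini-Hochberg over 60 comparisons of list scores. In midlife high runners the score was lower by -0.34 in the cortex (exact permutation p = 0.00687, adjusted 0.0476) and by -0.22 in the hippocampus (exact permutation p = 0.00113, adjusted 0.0476), with every runner below the sedentary mean. The cortex difference was -0.31 within sequencing lane 1 and -0.30 within lane 5, which held 1 high runner. In the hippocampus, the score differences were -0.22 and -0.23 in the same lanes. In midlife low runners it was lower by -0.11 in both regions (exact permutation p = 0.293 in the cortex and 0.0227 in the hippocampus, adjusted 0.572 and 0.0972), and without sedentary mouse 6967 by -0.17 in the cortex. The effects did not differ between the ages at p under 0.05, with a young minus midlife high difference of -0.03 in the cortex (permutation p = 0.869) and -0.22 in the hippocampus (permutation p = 0.24).
Arntl had 41.4 ± 4.40 CPM in young runners and 29.7 ± 1.55 CPM in young sedentary mice in the cortex (SD, n = 5 each), a log2 fold change of 0.48 (standard error 0.073), and a log2 fold change of 0.41 (standard error 0.061) in the young hippocampus. In the cortex of midlife high runners its log2 fold change was 0.42 (standard error 0.072). Nr1d1 (ENSMUSG00000020889, chromosome 11 from 98767932 to 98775333) had a log2 fold change of -0.54 (standard error 0.086) in the young cortex and -0.61 (standard error 0.083) in the young hippocampus. Per1 had a log2 fold change of -0.50 (standard error 0.12) in the young cortex, which lost its call in 5 of the 10 fits that each left out a mouse. In these tests, the FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the young cortex was 0.00836 for Arntl, 0.00921 for Nr1d1 and 0.0292 for Per1.

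**Figure D1:**
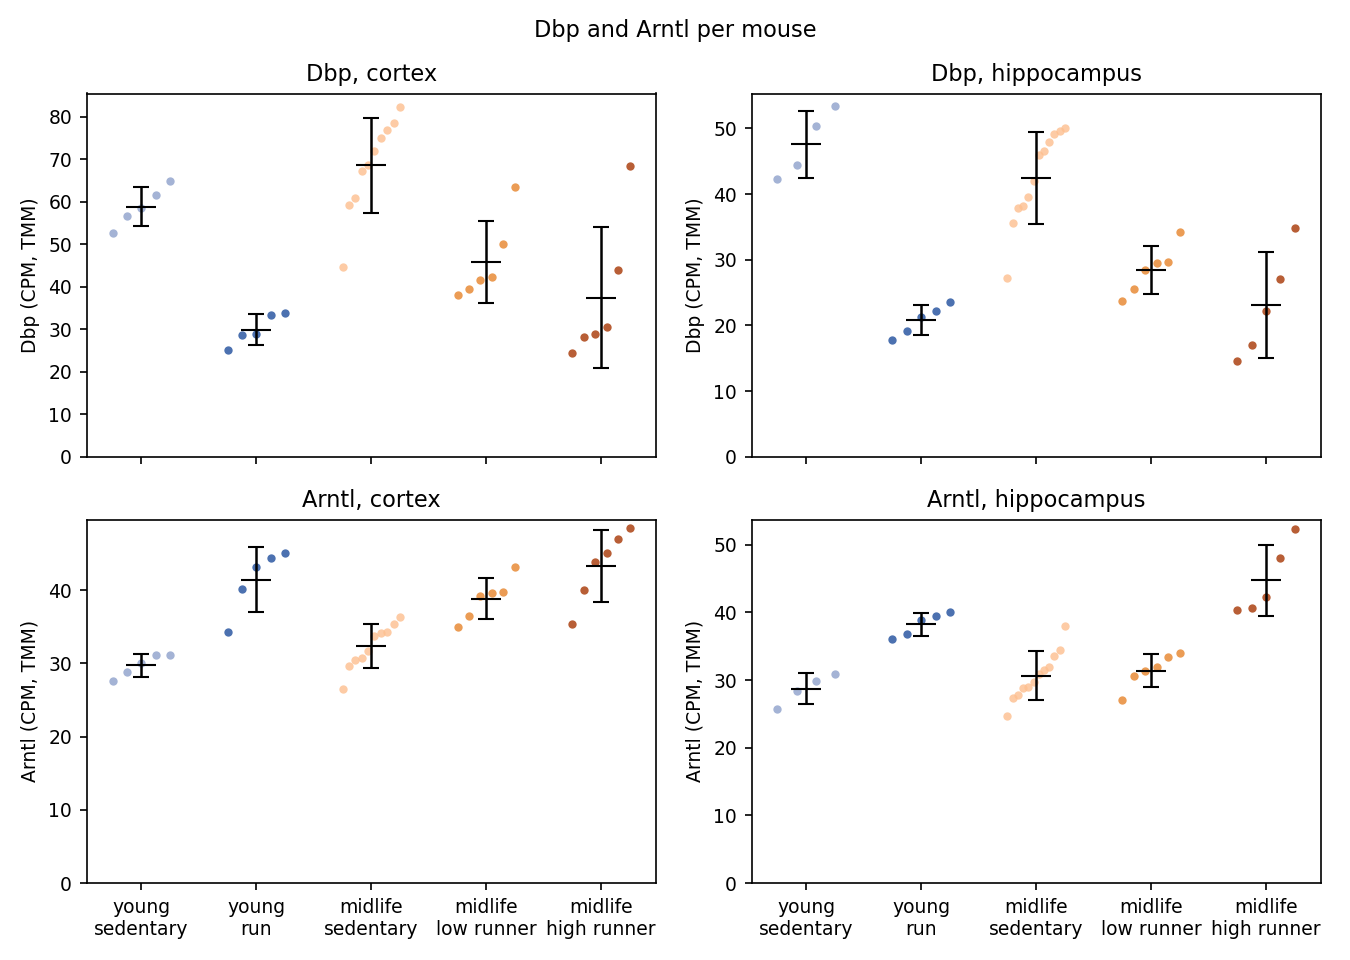
CPM of Dbp and Arntl in each mouse of the 5 groups in the cortex and the hippocampus, with points for mice and bars for the mean ± SD. Dbp was lower and Arntl higher in every young runner than in every young sedentary mouse.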

DE genes comparing young runners to young sedentary controls were enriched for canonical pathway terms ‘Hepatic Fibrosis’, ‘GP6 Signaling’, and ‘Circadian Rhythm Signaling’ in the cortex and hippocampus. (Fig. 3c, h). These pathways were not enriched in the midlife data. ‘Hepatic Fibrosis’ and ‘GP6 Signaling Pathway’ terms contain extracellular matrix (ECM)-related genes, such as collagens and laminins. 

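The collagen and laminin genes were taken as all genes with a symbol of the collagen chain or laminin chain families. In the young cortex, 46 of 48 tested genes had a higher level in runners, with a median log2 fold change of 0.41, and 19 were DE, all upregulated (31 adjusted over the list alone). In the young hippocampus, 46 of 52 were higher, with a median of 0.53, and 24 were DE, all upregulated (37 adjusted over the list alone). The camera set test gave p = 7.91e-16 in the young cortex and p = 1.50e-13 in the young hippocampus. In midlife high runners, 40 of 50 genes were lower in the cortex, with a median of -0.23, and 42 of 51 in the hippocampus, with a median of -0.21. In midlife low runners, 35 of 50 were lower in the cortex (median -0.11) and 41 of 51 in the hippocampus (median -0.12). With each mouse left out in turn, these medians ranged in high runners from -0.32 to -0.11 (without sedentary mouse 5915) in the cortex and from -0.25 to -0.11 (without sedentary mouse 9555) in the hippocampus, and in low runners from -0.13 to 0.0022 (without 5915) and from -0.22 (without low runner 5581) to -0.055 (without low runner 0533). No gene of the set was DE in a midlife comparison, and 1 gene in the cortex of high runners and 0 elsewhere passed when adjusted over the list alone. Camera called a fall in each midlife comparison. Its p was 1.13e-05 in the cortex and 4.95e-05 in the hippocampus of high runners, and 0.00785 and 0.000218 in low runners. Camera uses a preset correlation between genes. Under fry, the calls in the young cortex and hippocampus held (adjusted p = 1.66e-06 and 0.00252, fry with Benjamini-Hochberg adjustment over 6 comparisons in limma), and no midlife call did. With an estimated correlation only the young cortex held (adjusted p = 0.000215, camera in limma), and the young hippocampus had an adjusted p of 0.129 from the same camera test.

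**Figure D2:**
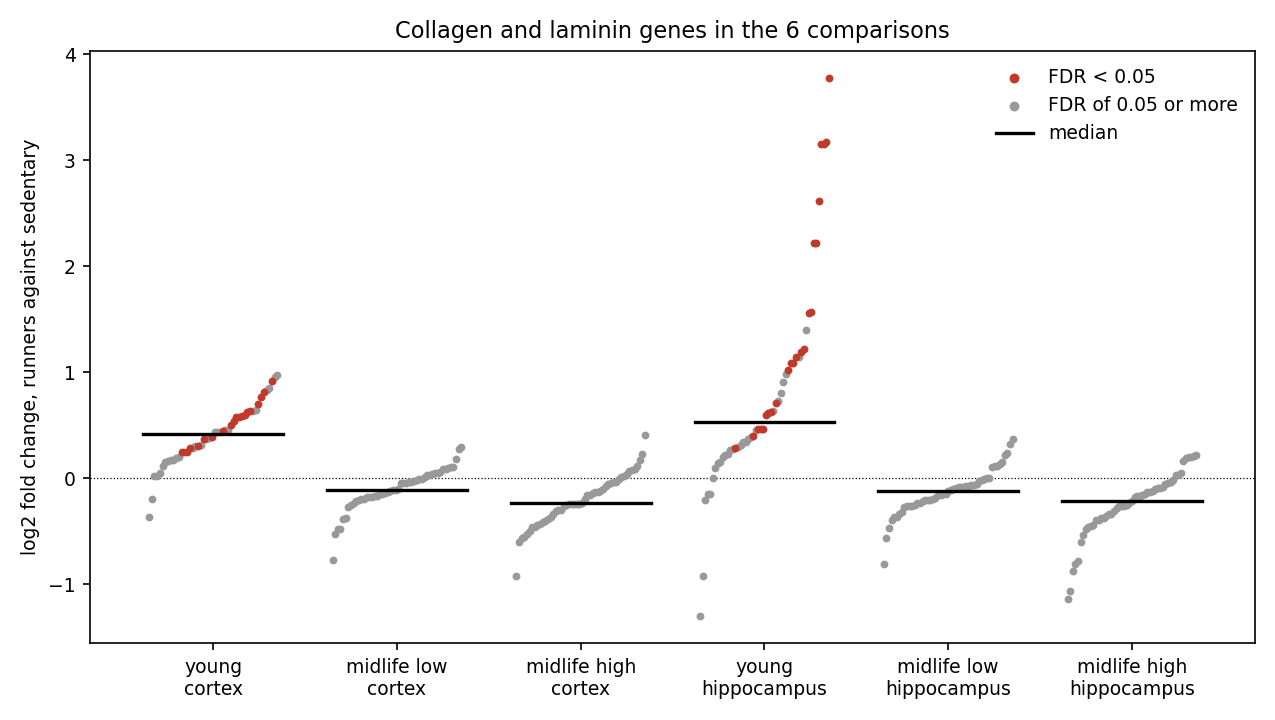
Log2 fold change of each collagen and laminin gene, runners against sedentary mice, in the 6 comparisons. Points are genes in order of their value, red where the FDR was under 0.05, and lines are the medians, 0.41 in the young cortex and -0.23 in the cortex of midlife high runners.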

KEGG pathway analysis further identified ‘ECM-receptor Interaction’ and ‘Focal Adhesion’ in the cortex and hippocampus, which substantiated the significant changes to the ECM (Fig. 3d, i). There were no KEGG terms enriched in either the cortex or hippocampus for the midlife low runners. Only the KEGG pathway ‘Malaria’ was enriched in the cortex of midlife high runners. Genes DE in the ‘Malaria’ pathway are primarily hemoglobin-related genes suggesting a potential change in oxygenation in high runners. 

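In the cortex, the haemoglobin score, the mean of log2(CPM + 0.5) of 4 haemoglobin genes, was 6.05 ± 0.530 (SD, n = 6) in midlife high runners and 5.02 ± 0.978 (SD, n = 10) in midlife sedentary mice, a difference of 1.03 with all 6 runners above the sedentary mean (two-sided exact permutation p = 0.0331, adjusted 0.124 over 60 list comparisons). Within the sequencing lanes the difference was 0.39 in lane 1, with 5 high runners and 4 sedentary mice, and 1.68 in lane 5, which held 1 high runner and 6 sedentary mice. In midlife low runners it was 5.49 ± 0.875 (SD, n = 6), a difference of 0.48 (exact permutation p = 0.343, adjusted 0.572), which was 0.26 without low runner 0533. Hba-a2 (ENSMUSG00000069917, chromosome 11 from 32296489 to 32297298) had 110 ± 45.4 CPM in high runners and 59.0 ± 34.1 CPM in sedentary mice, a log2 fold change of 0.90 (standard error 0.39). Hbb-bs (ENSMUSG00000052305, chromosome 7 from 103826534 to 103828096) had 133 ± 52.9 and 73.9 ± 40.8 CPM, a log2 fold change of 0.84 (standard error 0.38). Both are uncertain, since their reads can be split with near-identical paralogs. Alas2, which erythroid cells use to make haem, had a log2 fold change of 0.76 (standard error 0.35). The FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.554 for each of these 3 genes. The likelihood ratio tests with a common dispersion and with trended dispersions each called all 4 haemoglobin genes, and the other fits of this comparison called 0 of them. From the haemoglobin genes among its DE genes, the paper proposes a change in oxygenation in high runners.

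**Figure D3:**
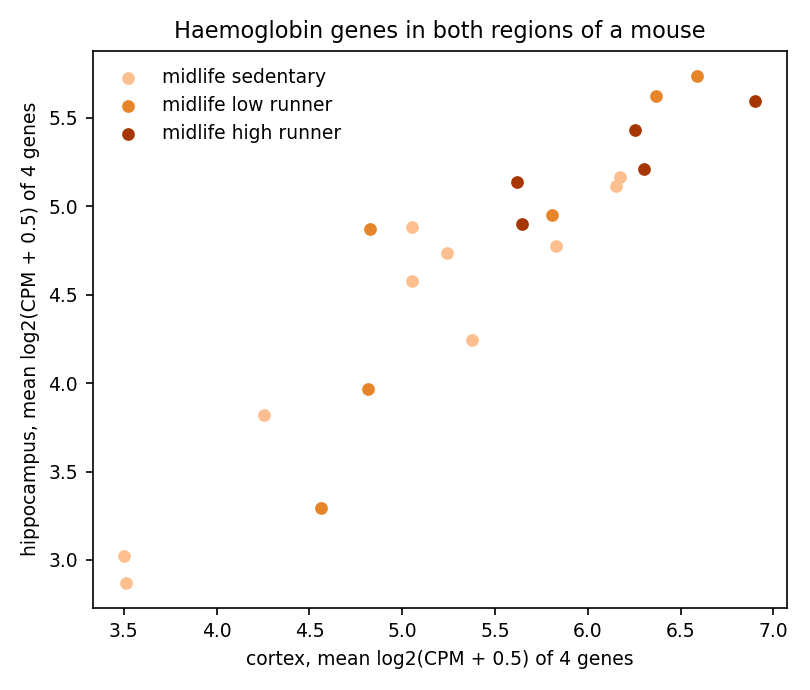
Haemoglobin score in the cortex (x axis) and the hippocampus (y axis) of the 21 midlife mice with both regions, as the mean log2(CPM + 0.5) of 4 genes. Points are mice, coloured by group, and mice with a higher score in the cortex have a higher score in the hippocampus.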

Only the KEGG pathway ‘ECM-receptor Interaction’ was enriched in the hippocampus of midlife high runners. Of the ten DE genes in ‘ECM-receptor Interaction’ were seven collagen or laminin genes (*Col24a1* (FDR = 2.39e-6, FC = − 2.17), *Col6a3* (FDR = 0.026,FC = − 1.38), *Col6a2* (FDR = 0.0032,FC = -1.45), *Col6a5* (FDR = 0.00029,FC = − 1.72), *Col6a1* (FDR = 0.00025,FC = − 1.52), *Col5a1* (FDR = 9.03e-8,FC = − 1.75), and *Lamc2* (FDR = 6.85e-8,FC = − 2.07)) which were all downregulated. This suggests that more intense running at midlife can influence ECM-related genes, but potentially not in a positive way.

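The 6 collagen genes each had a lower mean in midlife high runners than in sedentary mice in the hippocampus. Col24a1 (ENSMUSG00000028197, chromosome 3 from 145292472 to 145552011) had 0.483 ± 0.451 CPM (SD, n = 5) in high runners and 1.08 ± 0.921 CPM (SD, n = 12) in sedentary mice, a log2 fold change of -1.14 (standard error 0.55). Col5a1 (ENSMUSG00000026837, chromosome 2 from 27886425 to 28039514) had 13.7 ± 5.22 and 24.1 ± 8.04 CPM, a log2 fold change of -0.81 (standard error 0.24). Col6a1, Col6a2 and Col6a3 had log2 fold changes of -0.60 (standard error 0.41), -0.54 (standard error 0.35) and -0.48 (standard error 0.33), and Col6a5 of -0.78 (standard error 0.31). The groups overlapped for all 6 genes. For these genes, the FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was from 0.263 for Col5a1 to 0.641 for Col6a3. The likelihood ratio test called all 6 genes with a common dispersion and 4 of them with trended dispersions. For Col6a3, leaving out sedentary mouse 4468 gave a log2 fold change of -0.11. Without high runner 3597, Col24a1 had -1.88 and Col6a2 -0.81, and without high runner 9926, Col6a2 had -0.32 and Col6a1 -0.35. From the direction of these genes, the paper proposes that more intense running at midlife may affect the ECM in a way that is not positive.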

GO terms are a way of categorizing DE genes into functional biological groups. GO term analysis of the DE genes from the cortex and hippocampus data from young runners showed enrichment for ‘ECM Organization’ and ‘Cell Adhesion’ (Fig. 3e, j). Interestingly, vascular remodeling-related terms were significantly enriched in the cortex of young runners, including terms such as ‘blood vessel remodeling’, ‘ECM Organization’, ‘Angiogenesis’, and ‘Cell Adhesion’ (Fig. 3e). None of these terms were enriched in the midlife data, irrespective of distance ran. However, one GO term, ‘Cellular Oxidant Detoxification’, which comprised mainly hemoglobin component genes, was enriched in both low and high runners in the hippocampus but only in the high runners of the cortex at midlife. These data suggest there is an overall change in ECM composition or organization due to running at a young age that is not reflected to the same degree at midlife. 

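In the hippocampus, the haemoglobin score was 5.25 ± 0.269 (SD, n = 5) in midlife high runners and 4.31 ± 0.782 (SD, n = 12) in sedentary mice, a difference of 0.94 with all 5 runners above the sedentary mean (two-sided exact permutation p = 0.0178, adjusted 0.082 over 60 list comparisons). It was 0.79 in sequencing lane 1, with 2 high runners and 6 sedentary mice, and 1.10 in lane 5, with 3 high runners and 6 sedentary mice. In midlife low runners it was 4.74 ± 0.951 (SD, n = 6), a difference of 0.43 with 4 of 6 runners above the sedentary mean (exact permutation p = 0.319, adjusted 0.572). Hba-a2 had a log2 fold change of 0.84 (standard error 0.35) in high runners and 0.58 (standard error 0.34) in low runners, and Hbb-bs of 0.79 (standard error 0.34) and 0.47 (standard error 0.33). Over the 4 haemoglobin genes, the FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was from 0.416 to 0.46 in high runners and from 0.593 to 0.683 in low runners. The likelihood ratio tests with common and with trended dispersions each called all 4 genes in both groups. Without low runner 0533, the score of low runners was higher by 0.23, and Hba-a2 and Hbb-bs had log2 fold changes of 0.35 and 0.26. Without low runner 1990, the score was higher by 0.72.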

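The difference between the ages was tested for the collagen and laminin genes as a set. The young effect exceeded that of midlife high runners by a median of 0.60 on the log2 scale over 50 genes in the cortex and 0.82 over 53 genes in the hippocampus. Camera gave p = 1.16e-14 and p = 5.20e-18, fry p = 0.000142 and 3.61e-05, and camera with an estimated correlation p = 0.00761 and 0.00576. Of single genes in the set, 1 differed between the ages in the cortex and 16 in the hippocampus. The choroid plexus score was also higher in the hippocampus of young runners, at 5.19 ± 0.367 (SD, n = 5) against 1.69 ± 1.52 (SD, n = 4) in young sedentary mice, a difference of 3.50 (two-sided exact permutation p = 0.00794, the smallest p that 5 mice against 4 allow, adjusted 0.0476 over 60 list comparisons). From GO terms of the ECM that were enriched in young runners and not at midlife, the paper proposes a change in the ECM with running in young mice that midlife mice show to a lesser degree.

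**Figure D4:**
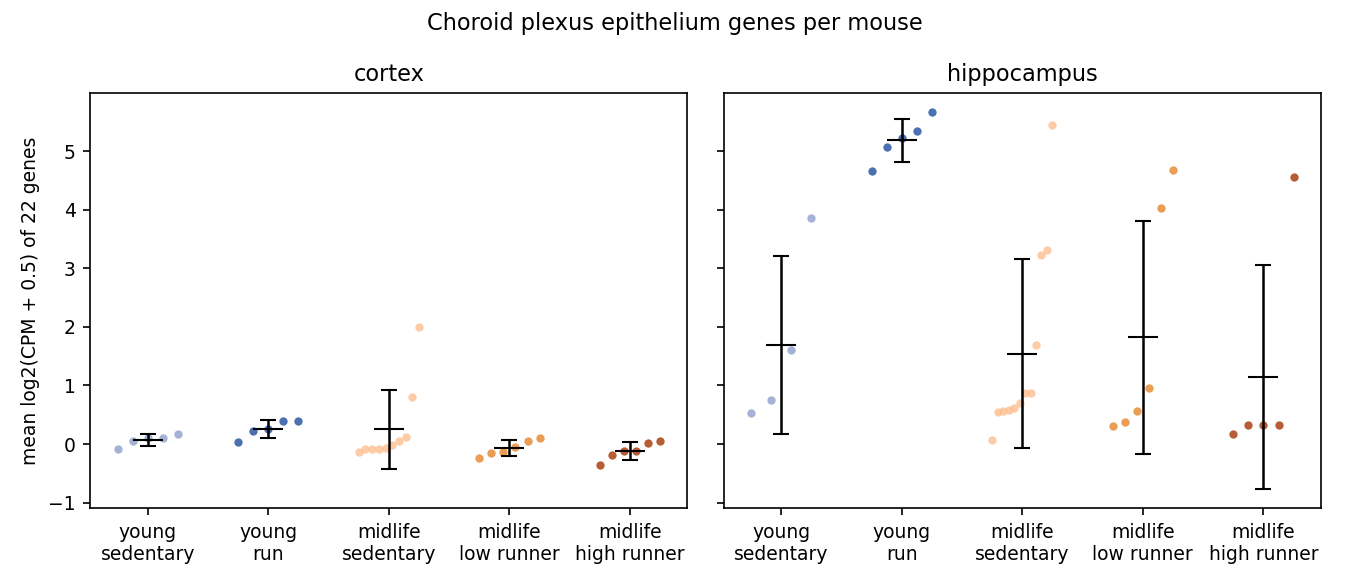
Choroid plexus score, the mean log2(CPM + 0.5) of 22 genes, of each mouse in the cortex and the hippocampus, with points for mice and bars for the mean ± SD. In the hippocampus, the young runners lie between 4.66 and 5.66 and the young sedentary mice between 0.53 and 3.86.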

(Fig. 3).

### Running upregulates genes related to vascular remodeling in young but not midlife mice

IPA revealed ‘Hepatic Fibrosis’ and ‘GP6 Signaling’ as significantly enriched canonical pathways in both the cortex and the hippocampus (Fig. 3). These pathways contain many collagens and laminins that comprise the basement membrane component of the blood brain barrier that is important for maintaining brain health (Fig. 4a). The majority of genes in ‘GP6 Signaling’ pathway were upregulated in the young runners in both the cortex and hippocampus but were not DE in either midlife high or low runners (Fig. 4b-f).

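Of the 26 genes shown for the cortex in Fig. 4b, 20 were DE in the young cortex (19 upregulated, 1 downregulated), with a median log2 fold change of 0.58, and 25 passed when adjusted over the list alone. Of the 34 genes shown for the hippocampus in Fig. 4c, 19 were DE in the young hippocampus, all upregulated, with a median of 0.89, and 27 passed when adjusted over the list alone. The paper chose both lists on these mice, so the counts over the lists alone are not independent evidence. In midlife high runners, 0 of the 26 genes were DE in the cortex, with 4 at an unadjusted p under 0.05 and a median of -0.16, and 0 of the 32 tested genes of Fig. 4c in the hippocampus, with 5 at an unadjusted p under 0.05 and a median of -0.25. In midlife low runners, 0 were DE in either region, with 0 and 1 genes at an unadjusted p under 0.05 and medians of -0.07 and -0.09. Col8a1, which Fig. 4c shows, rose from 2.82 ± 4.55 CPM (SD, n = 4) to 28.0 ± 7.46 CPM (SD, n = 5) in the young hippocampus, a log2 fold change of 3.15 (standard error 0.67, FDR 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 5.68 without sedentary mouse 18627. With the choroid plexus score in the fit it was -0.25 (unadjusted p = 0.34 from the same edgeR quasi-likelihood test). That score separated the young groups, so this value cannot tell running from choroid plexus tissue.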

**Fig. 4:**
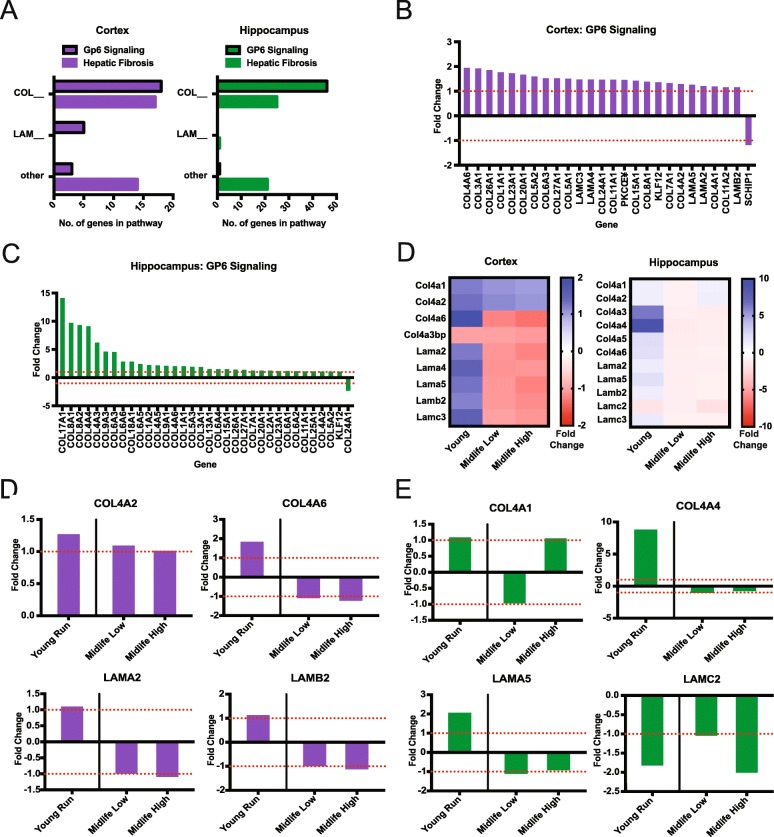
General upregulation of Collagens and Laminins due to young running with an attenuated response at midlife. **a** Number of significant collagen, laminin or other genes in young ‘Hepatic Fibrosis’ and ‘GP6 Signaling’ pathways in the cortex and hippocampus. **b** Fold changes of genes enriching for ‘GP6 Signaling’ in the cortex. **c** Fold changes of genes enriching for ‘GP6 Signaling’ in the hippocampus. **d** Heatmap of Col4s and laminins in the cortex and hippocampus that are significant in young run compared to young sedentary, while not significant in midlife comparisons. **e** Examples of significant cortical genes found in (**d**) showing attenuated responses in midlife cohort contrasts compared to young. **f** Examples of significant hippocampal genes found in (**d**) showing various responses in midlife cohort contrasts compared to young

GO term analysis identified enrichment of ‘ECM organization’, ‘Blood Vessel Remodeling’ and ‘Angiogenesis’ in the cortex (Fig. 5a). These terms were significantly enriched in young mice but not in midlife mice. Of these vascular terms, ‘Angiogenesis’ contained 32 genes (26 upregulated, 6 downregulated) (Fig. 5a, b). 

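The 32 genes were taken from Fig. 5b. In the young cortex, 26 were higher and 6 lower in runners, with a median log2 fold change of 0.36, and 23 were DE (19 upregulated, 4 downregulated). All 32 passed when adjusted over the list alone. The paper chose the list on these mice, so the counts and the median in young mice are not independent evidence. In midlife high runners, 13 of the 32 were higher in the cortex and 0 were DE, with 6 at an unadjusted p under 0.05. Adjusted over the list alone, 3 passed. The median was -0.04, which was -0.16 without high runner 1388, and camera gave p = 0.454. Between the ages, 0 of the 32 genes differed on their own at an FDR under 0.05 by edgeR's quasi-likelihood test.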

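The genes Mmp14, Vegfa, Kdr, Flt1, Dll4 and Notch1 were all higher in the cortex of young runners. Mmp14 (ENSMUSG00000000957, chromosome 14 from 54431612 to 54441265) had 10.6 ± 0.897 CPM (SD, n = 5) in young runners and 6.03 ± 0.761 CPM (SD, n = 5) in young sedentary mice, a log2 fold change of 0.81 (standard error 0.098). Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032377) had 83.2 ± 11.5 and 68.9 ± 5.65 CPM, a log2 fold change of 0.27 (standard error 0.089). Kdr (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) had 21.2 ± 3.82 and 15.0 ± 1.48 CPM, a log2 fold change of 0.50 (standard error 0.11). Flt1 had a log2 fold change of 0.28 (standard error 0.087), Dll4 of 0.67 (standard error 0.23) and Notch1 of 0.37 (standard error 0.084). The FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.00205 for Mmp14, 0.0275 for Notch1 and 0.0281 for Kdr, and 0.0722 for Flt1, 0.0769 for Vegfa and 0.0854 for Dll4. Under the likelihood ratio tests and under DESeq2, all 6 were called. In simulated young cortex counts, 16.1% of calls were false with tagwise dispersions, 16.4% under DESeq2, 32.8% with trended and 40.7% with a common dispersion. The main test had 6.37%. With the choroid plexus score in the fit, 0 of 6 were called, with a lowest FDR of 0.0566 for Mmp14 from the same edgeR quasi-likelihood test. The log2 fold change was then 0.74 for Mmp14, 0.48 for Kdr and 0.25 for Notch1. Only 5 of the 22 genes of the score exceeded 1 CPM in the cortex of young sedentary mice. The lost calls therefore cannot show that choroid plexus tissue raised these genes. In the fits of both ages, chosen after the data were seen, Kdr and Mmp14 were called alone and with the choroid plexus score, and Mmp14 with the meninges score. Runners and sedentary mice did not overlap for Mmp14 and Notch1. Mmp14 kept its call in each of the 10 fits that left out a mouse, while Kdr and Notch1 lost it in 5 of them each.

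**Figure D5:**
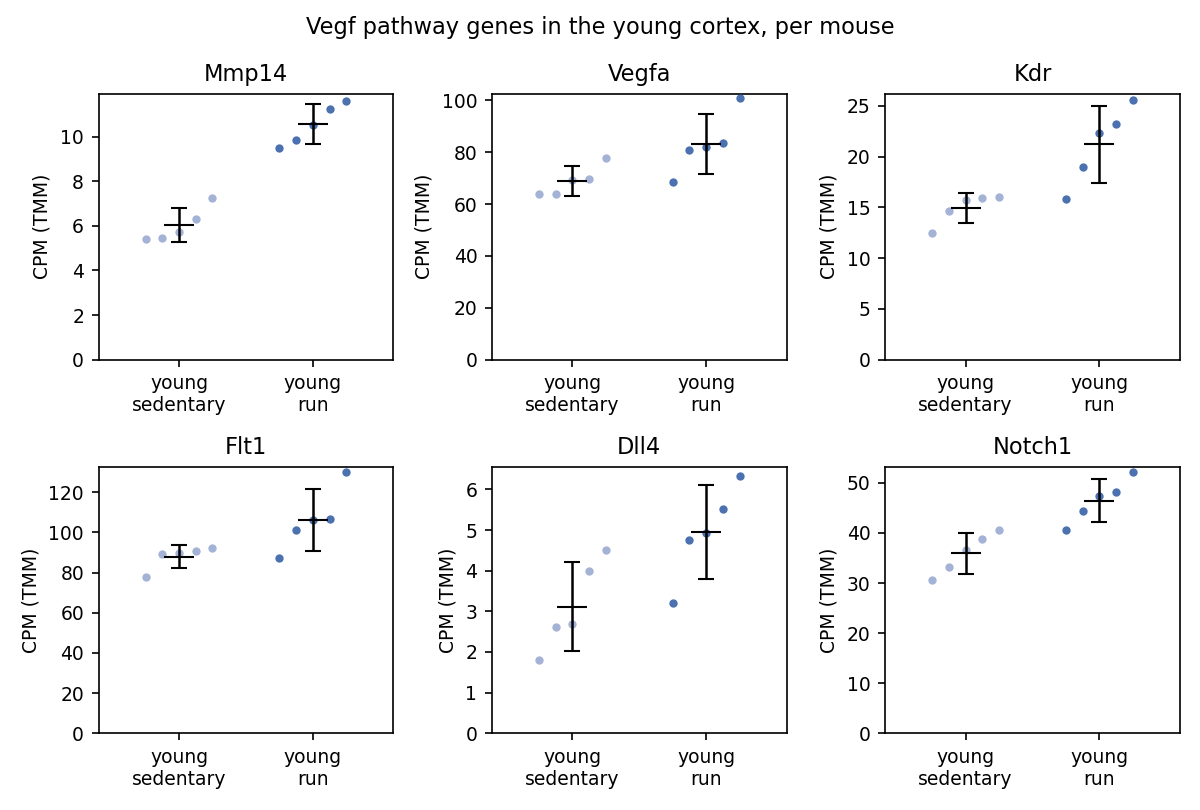
CPM of Mmp14, Vegfa, Kdr, Flt1, Dll4 and Notch1 in the cortex of 5 young sedentary mice and 5 young runners, with points for mice and bars for the mean ± SD. The groups are separate for Mmp14 and Notch1 and overlap for the other 4 genes.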

At least six of the upregulated DE genes are implicated in *Vegf*-induced angiogenesis (*Mmp14* (FDR = 1.23e-8, FC = 1.75), *Vegfa* (FDR = 0.038, FC = 1.20), *Kdr* (FDR = .0011, FC = 1.41), *Flt1* (FDR = .031, FC = 1.21), *Dll4* (FDR = 0.037, FC = 1.59), *Notch1* (FDR = 0.002, FC = 1.29)) (Fig. 5c, d) [15]. However, of the 26 DE genes that were significantly upregulated in young runners compared to young sedentary, only two genes (*Col8a1*, *Hif3a*) were significantly DE in midlife high runners when compared to midlife sedentary controls (Fig. 5c-d).

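In the cortex, Col8a1 (ENSMUSG00000068196, chromosome 16 from 57624258 to 57754737) had 3.64 ± 0.598 CPM in young runners and 2.56 ± 0.232 CPM in young sedentary mice (SD, n = 5 each), a log2 fold change of 0.50 (standard error 0.13), which lost its call in 9 of the 10 fits that each left out a mouse. In midlife high runners it had 1.66 ± 0.548 CPM (SD, n = 6), and in midlife sedentary mice 2.47 ± 0.773 CPM (SD, n = 10), a log2 fold change of -0.57 (standard error 0.24). Hif3a (ENSMUSG00000004328, chromosome 7 from 17031507 to 17062427) was lower in both, at 5.83 ± 1.78 against 8.60 ± 1.37 CPM in young mice, a log2 fold change of -0.56 (standard error 0.18), and at 2.88 ± 1.58 against 6.34 ± 1.41 CPM in midlife high runners, a log2 fold change of -1.13 (standard error 0.28). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the FDR was 0.0397 for Col8a1 and 0.0752 for Hif3a in young mice, and 0.554 and 0.315 in midlife high runners. The likelihood ratio test with a common dispersion called both genes in midlife high runners. The difference between the ages had an FDR of 0.181 for Col8a1 and 0.383 for Hif3a from the same edgeR quasi-likelihood test. In midlife high runners, Kdr had a log2 fold change of 0.36 (standard error 0.087) and Mmp14 of 0.46 (standard error 0.14). Neither was DE by edgeR's quasi-likelihood test, while DESeq2's Wald test called Kdr (adjusted p = 0.0479).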

**Fig. 5:**
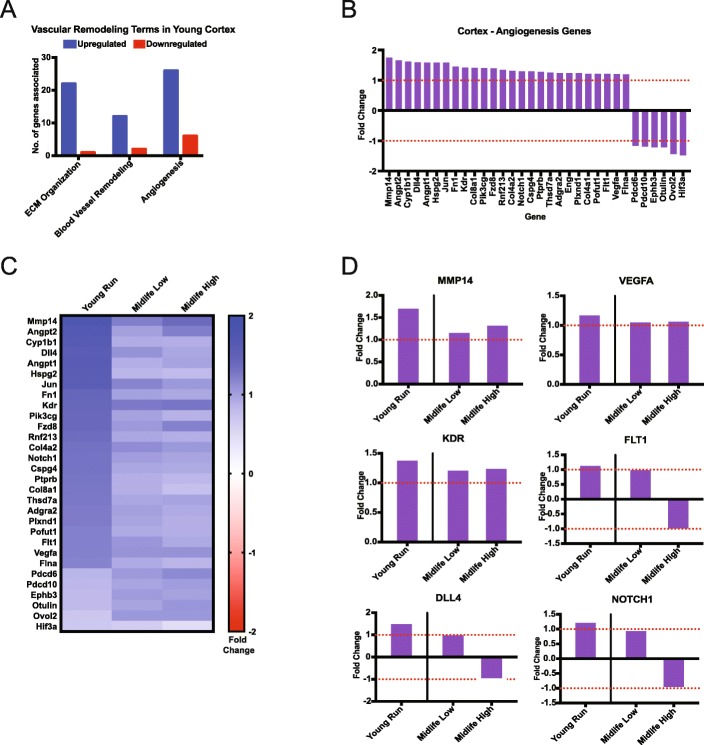
Angiogenesis genes are significantly enriched in young runners but not midlife runners. **a** GO terms enriched for vascular remodeling in the cortex show general upregulation. **b** Fold changes for DE genes enriched in the Angiogenesis term in the cortex. **c** Heatmap comparison between angiogenesis gene fold changes in the cortex in the young contrast (all significant) and midlife contrasts. **d** Examples of significant cortical angiogenesis genes found in (**c**) showing various responses in midlife cohort contrasts compared to young

### Running activates genes in multiple cerebrovascular-related cell types

Finally, we determined whether specific cell types were more dramatically affected by young but not midlife running. This might provide insight into which cell type(s) are no longer responding to running in midlife mice. A sample of basement membrane and angiogenesis genes DE in young, but not midlife, running datasets were cross referenced to two cell-type specific datasets – the Brain RNA seq and a single cell RNA-seq dataset focused on cerebrovascular associated cells [16, 17]. First, we evaluated *Col4* and laminin genes that were DE in young runners. 

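Of the 17 Col4 and laminin genes in Table S9, 15 were tested in the young cortex and 16 in the young hippocampus. In the cortex 14 of the 15 were higher in runners and 7 were DE, all upregulated (11 adjusted over the list alone), with a median log2 fold change of 0.31. In the hippocampus 14 of the 16 were higher and 10 were DE, all upregulated (15 adjusted over the list alone), with a median of 0.43. Col4a1 (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) had 60.5 ± 5.22 CPM in young runners and 49.6 ± 3.94 CPM in young sedentary mice in the cortex (SD, n = 5 each), a log2 fold change of 0.29 (standard error 0.070). Its first bases overlap the first bases of Col4a2 on the other strand, whose log2 fold change was 0.39 (standard error 0.073). Lamb2 (ENSMUSG00000052911, chromosome 9 from 108479736 to 108490530) had log2 fold changes of 0.25 (standard error 0.063) in the cortex and 0.40 (standard error 0.081) in the hippocampus. Lama5 (ENSMUSG00000015647, chromosome 2 from 180176373 to 180225859) had 0.37 (standard error 0.092) in the cortex, and in the hippocampus rose from 14.4 ± 1.68 (SD, n = 4) to 31.8 ± 6.13 CPM (SD, n = 5), a log2 fold change of 1.14 (standard error 0.13). The FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in the cortex was 0.0356 for Col4a1, 0.0158 for Col4a2, 0.0385 for Lamb2 and 0.0373 for Lama5, and in the hippocampus 0.00918 for Lamb2 and 0.0009 for Lama5. In the hippocampus Col4a1 had a log2 fold change of 0.22 (standard error 0.077, FDR 0.0794 from the same edgeR quasi-likelihood test), which was 0.15 without sedentary mouse 18626 and -0.11 with the choroid plexus score in the fit. The score separated the young groups there, so the value of -0.11 cannot tell running from choroid plexus tissue. In the cortex, Col4a1, Lamb2 and Lama5 lost their call in 7, 8 and 6 of the 10 fits that each left out a mouse.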

As expected, the majority of the genes were expressed by cerebrovascular-related cells such as astrocytes and endothelial cells and not other cells in brain such as neurons, oligodendrocytes and microglia (Additional file 10: Table S9). However, many genes were expressed by different subsets of vascular-related cells such as *Col4a1* (endothelial cells, pericytes, vascular smooth muscle cells and fibroblasts) *Lamb2* (astrocytes, endothelial cells, pericytes, vascular smooth muscle cells and fibroblasts) and *Lama5* (astrocytes, endothelial cells and vascular smooth muscle cells) (Additional file 1: Figure S6). Second, we assessed cell type specific expression of angiogenesis genes. Upstream components of the angiogenesis pathway were mainly expressed by astrocytes, including *Mmp14* and *Vegfa* (Fig. 6a, b). Downstream components of the angiogenesis pathway were primarily expressed by endothelial cells (*Kdr*, *Flt1*, *Dll4*, *Notch1*). Therefore, ECM- and angiogenesis-related genes affected by running are expressed in multiple cell types relevant to the cerebrovasculature. The results are summarized in Fig. 7.

**Fig. 6:**
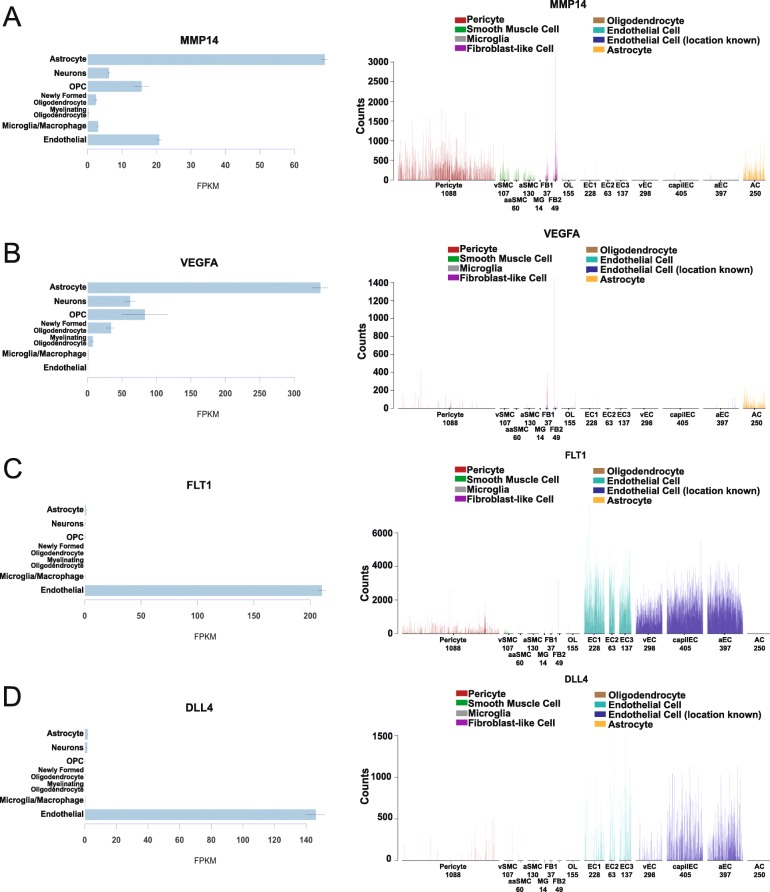
Angiogenesis genes are primarily expressed in astrocytes and endothelial cells. **a**. Expression of *Mmp14* is primarily produced in pericytes and astrocytes. **b** Expression of Vegfa is primarily produced by astrocytes. **c** Expression of *Flt1* is primarily produced in endothelial cells. **d** Expression of *Dll4* is primarily produced in endothelial cells. Cell type specific expression reproduced from Zheng et al. (left), and Vanlandewijck and He et al. (right)

**Fig. 7:**
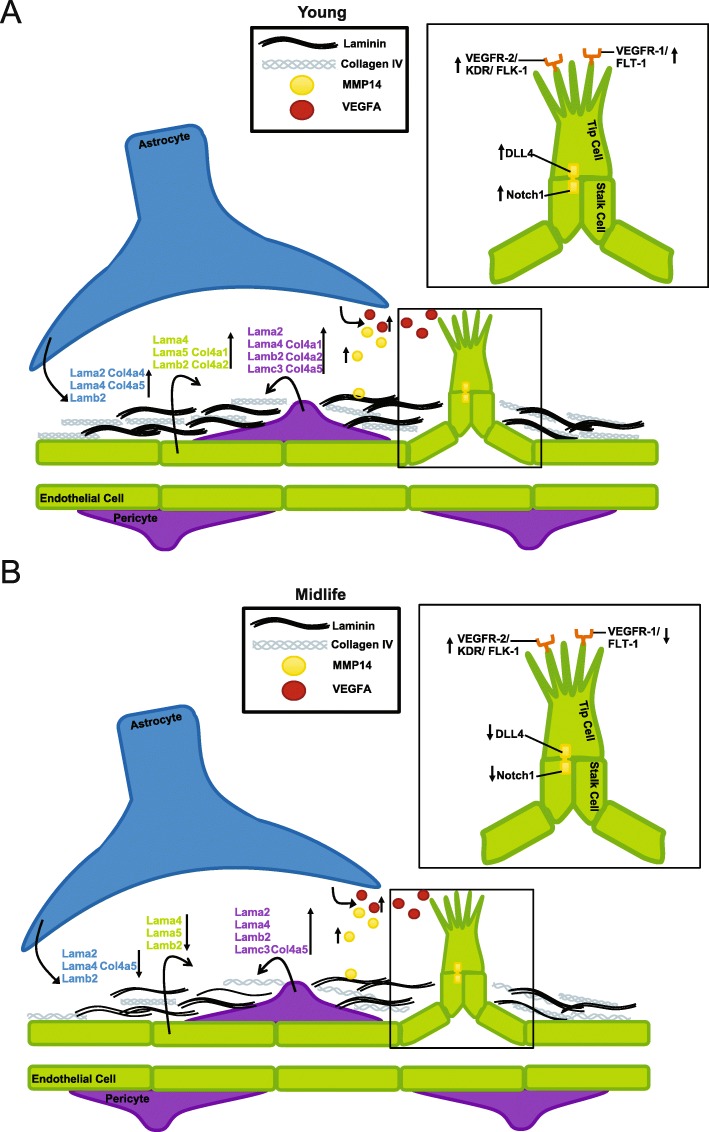
Running young is more effective than running at midlife. **a** Depiction of transcriptional changes occurring in a young mouse due to running, including upregulation of collagens and laminins from astrocytes, pericytes and endothelial cells, as well as induction of the VEGFA-KDR-DLL4 angiogenesis pathway. **b** Depiction of molecular changes occurring in midlife mice due to running, including downregulation of collagens and laminins, and a trend for induction of early angiogenesis genes from astrocytes (MMP14, VEGFA) but an attenuated downstream angiogenesis response (FLT-1, DLL4, NOTCH1) in endothelial cells

## Discussion

Here, we assessed B6 male mice at two ages, young and midlife, to better understand the effects of running on the aging brain. Our data show early indication that intervention of running may not be as beneficial to the cerebrovasculature in midlife as it is at a young age. While systemic health (lipid profile, body composition) is improved by running at midlife, transcriptional profiling of the hippocampus and cortex showed fewer genes impacted during midlife, specifically in the cerebrovasculature. This suggests there may be a reduced responsiveness to running by specific cerebrovascular cell types in these brain regions with age. Therapies or interventions during midlife may require different approaches than preventative measures in young, more responsive individuals. In this study, half the midlife cohort (high runners) ran as much as the young cohort, whereas the other half ran far less (low runners, Fig. 1). 

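Midlife high and low runners were compared directly in the fit of the midlife groups. In the cortex 0 genes were DE between 6 high and 6 low runners, with 297 of 15068 genes at an unadjusted p under 0.05 and a smallest FDR of 0.95 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the hippocampus 0 genes were DE between 5 high and 6 low runners, with 753 of 15139 genes at an unadjusted p under 0.05 and a smallest FDR of 0.117 from the same edgeR quasi-likelihood test. Over the runners alone, the rank of the distance run was tested as a continuous term. It gave 0 DE genes in the cortex (12 mice, 145 genes at an unadjusted p under 0.05) and 0 in the hippocampus (11 mice, 508 genes at an unadjusted p under 0.05). DESeq2 called 3 genes between high and low runners in the hippocampus and 6 with the distance rank there. With the cage of each runner as a replicate block, chosen after the data were seen, the distance rank gave 1 DE gene in the cortex and 0 in the hippocampus.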

Interestingly, this did not drastically affect the transcriptional profiles (Fig. 3). We would have anticipated that running further and faster would have been more beneficial at midlife, however, our results show a mitigated transcriptional response in all midlife runners compared to young runners.

Previous exercise studies in mouse models have primarily focused on the benefits of exercise in young rodents. Findings from these experiments are promising, showing that running can reduce amyloid plaque development, induce neurogenesis, reduce infarct volume, and improve cognition [14, 18–20]. However, the brain during development and early adult life is considered more plastic than in later life, which indicates that therapies found to be beneficial in young, may not properly translate to aged trials [2, 21].

We took an unbiased approach to identify transcriptional changes in two vulnerable brain regions (cortex and hippocampus) as a result of running. We show that many of the transcriptional changes as a result of running were to genes relevant to the cerebrovasculature. Particularly, we highlight genes involved in basement membrane composition (particularly collagens and laminins) that are upregulated in young mice due to running that were not affected by running at midlife. Similarly, genes in the angiogenesis pathway (e.g. *Mmp14*, *Vegfa*, *Kdr*, *Flt1, Dll4,* and *Notch1*) showed induction by running in young but not midlife mice [15]. These transcriptional data suggest that the benefits of exercise to the cerebrovasculature declines with age, increasing the need for a greater understanding of midlife exercise as an intervention to improve cerebrovascular health [22].

Previous studies have focused on the neuroprotective benefits of exercise. In Choi et al., of the 5XFAD mice (a model relevant to AD) that were exercised, half were categorized as showing increased neurogenesis while the other half did not show this effect, potentially due to the amount run [14]. Additionally, it was shown that viral-induced neurogenesis was not enough to rescue cognitive decline, while exercise-induced neurogenesis was able to sufficiently improve cognitive results [14]. This finding indicates that running is providing additional benefits to substantiate neurogenesis mediated improvements in cognition. Based on the results of our study, we predict that in Choi et al. there were running-induced improvements to the cerebrovasculature which would provide better clearance of amyloid and better maintenance of neuronal health resulting in improved cognition [14]. It is known that the development of the neuronal and vasculature systems is strongly linked, with growth occurring simultaneously because neurons require vascular support for oxygen and nutrients. This further supports the need for cerebrovascular improvement to accompany adult therapy-induced neurogenesis [23]. If neurogenesis and angiogenesis become uncoupled, this may cause stress to neurons, reduced cerebral blood flow, and a disruption to neurovascular coupling. Therefore, when considering midlife interventions to cognitive decline and dementia it is important to consider both neuronal and cerebrovascular health.

Our study assessed both distance and intensity of running. Although most previous studies tend to only report time allotted for running, a few studies included more detailed breakdown of running data. For instance, in one study, young (3mo) and aged (19mo) male mice were analyzed for total distance over a day and had no significant difference with 3.0 ± 0.12 miles/day for young, and 2.4 ± 0.06 miles/day for old [11]. The mice used in this study had an average of 1.32 ± 0.69 miles/12 h for young mice, 0.28 ± 0.13 miles/12 h for midlife low runners, and 2.00 ± 0.50 miles/12 h for midlife high runners. Results from this study found that there was a distinct loss of vascular plasticity in older mice, substantiating the findings from our study [11]. Another study in young C57BL/6 J female mice explored differential gene expression in the striatum after 16 days of running in conjunction with voluntary ethanol consumption. The female running mice revealed 1305 DE genes due to wheel running, compared to our 1252 in DE genes in the young running cortex, and 2026 DE genes in the young running hippocampus [24]. Running distances cannot be compared as Darlington et al. used a vertical, external to the cage, larger diameter, running wheel design, dissimilar to the one used in our study [24].

One limitation of our study is that we used healthy wild-type male mice to assess the effects of exercise at two different ages. In our study, the effects of exercise were greater in young compared to midlife male mice. Future studies are necessary to understand the sex-specific effects of running, and how these differences might play a role in exercise-induced transcriptional differences. Additionally, this study did not extend past transcriptional profiling. Further assessment of vascular density and functional testing of responsiveness through cerebral blood flow (CBF) measurements would aid in our understanding of how running improves cerebrovascular health through aging. Moreover, C57BL/6 J do not show cognitive decline at these early and midlife ages, so cognition was not assessed. Determining the relationship between cerebrovascular health and cognition are still required. It is also not clear how running impacts cerebrovascular health in humans and animal models predisposed to vascular damage and dementia through genetic or environmental risk factors.

Due to the increasing recognition of a vascular contribution to dementia symptomology, it would be pertinent to know if running alleviates these effects of vascular risk in genetically predisposed mice at different ages. For example, the *ε4* allele of apolipoprotein E *(APOE*^*ε4*^), the greatest risk factor for late-onset AD and Vascular Dementia, is associated with early cerebrovascular decline in both mice and humans [25, 26]. This is proposed to be due to a lack of binding of *APOE*^*ε4*^ to the low-density lipoprotein receptor related protein 1 (*LRP1*) leading to an increase in *MMP9* and a breakdown of basement membrane proteins and endothelial cell tight junctions [25]. Therefore, when evaluating running as a potential intervention, it is imperative to understand whether benefits will be seen across multiple dementia risk genotypes. Although these experiments are challenging to perform in human populations, they can be readily performed in mouse models.

Due to the heterogeneity of dementia pathology, it is possible that the typical approach to treating dementias, is too narrow in scope, only able to alleviate the burden of a small subset of dementia cases. Only recently has the American Heart Association acknowledged the prevalence of Vascular Contributions to Cognitive Impairment and Dementia (VCID), explaining that cerebral infarcts are frequent and common with age, including in patients with diagnosed with AD [27]. We hypothesize that exercise is key in identifying new pathways, specifically those related to cerebrovascular health, that may help a broader population of dementia patients. In summary, our research and others show that exercise benefits cerebral health by improving multiple systems including the cerebrovasculature. However, the benefits of exercise appear to decline with age, further supporting that combinatorial approaches are required to prevent cognitive decline and dementias.

## Conclusions

This study identifies genes and pathways induced by voluntary running in young mice. These genes include those involved in cerebrovascular remodeling such as basement membrane production and angiogenesis. In addition, these data propose a mechanism that running at middle life, independent of running intensity, is less effective at activating genes relevant to cerebrovascular remodeling. These data suggest renewed efforts are needed to identify those at risk of cerebrovascular decline as early as possible, and that preventative strategies that involve exercise to enhance cerebrovascular health maybe more effective in younger compared to older individuals.

## Methods

### Mouse strains

All experiments involving mice were conducted with approval and accordance described in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All experiments were approved by the Animal Care and Use Committee at The Jackson Laboratory. All mice used in this study were male C57BL/6 J (B6, stock number JR00664, The Jackson Laboratory). Mice were kept in a 12/12-h light/dark cycle and fed ad libitum 6% kcal fat standard mouse chow. A total of 48 mice were used in this study.

### Exercise by voluntary running

Group housed mice (two-three per pen) were provided access to low profile saucer wheels (Innovive Inc) 24 h a day for 12 weeks. Sedentary mice did not have access to running wheels. In the first experiment, young mice were housed from wean (1-2mo) until the end of the experiment (4-5mo). Two cohorts of mice were used to evaluate running at the young timepoint; the first group (*n* = 6 per activity) had weights, running tracked, and blood lipid profiling, while the second group (*n* = 5 per activity) had RNA-seq run on the cortex and hippocampus. In the second experiment (*n* = 12 for running and sedentary), mice were aged without wheel access, and at 12mo were provided running wheels. For both experiments, in the final week, mice were individually housed and given a trackable low-profile running wheel (Med Associates Inc.) to estimate the running behavior for the previous 11 weeks of the experiment. Running wheel rotations were measured in 1-min bins to allow for distance traveled (sum of rotations) calculated per mouse each night. Average rotations were calculated per mouse for each tracked night. Average speed while active was calculated by isolating the minute intervals where activity was measured, and averaging the number of rotations for the minutes active. Percent of time at each speed was calculated by totaling the number of minute bins that mice ran between 0, 1–30 rotations, 31–70 rotations, 71–100 rotations and 100+ rotations and dividing by the total amount of minutes tracked.

### Nuclear magnetic resonance (NMR) imaging

The midlife running cohort was subjected to NMR imaging 1 week before harvest. Weight was taken and mice were briefly placed into a Plexiglas tube 2.5 in. by 8 in. which was then subjected to NMR (EchoMRI, Houston, TX). Magnetic field was measured by a 5-gauss magnet. Measurements included weight, lean muscle mass, fat mass, and water composition. Adiposity was calculated by (fat/body weight) × 100. Percentage lean muscle mass was calculated by (lean muscle mass/body weight) × 100.

### Harvesting, tissue preparation and blood chemistry

All mice were euthanized by intraperitoneal injection of a lethal dose of Ketamine (100 mg/ml)/Xylazine (20 mg/ml) and blood was collected at harvest through approved cardiac puncture protocols. Mice were perfused intracardially with 1X PBS. Brains were carefully dissected and hemisected sagittally. Hippocampus (Hippo) and cortex (Ctx), were then carefully separated and snap frozen in solid CO_2_ for RNA-sequencing. Blood was also collected in K2 EDTA (1.0 mg) microtainer tubes (BD) at harvest (non-fasted) and kept at room temperature for at least 30 min to prevent clotting and then centrifuged at 22 °C for 15 min at 5000 rpm. Plasma was carefully collected and aliquoted. Plasma was characterized on the Beckman Coulter AU680 chemistry analyzer.

### RNA and protein extraction, library construction and RNA sequencing

RNA sequencing (RNA-seq) was performed by The Jackson Laboratory Genome Technologies Core. RNA extraction involved homogenization with TRIzol (Invitrogen) as previously described [28]. RNA was isolated and purified using the QIAGEN miRNeasy mini extraction kit (QIAGEN) in accordance with manufacturer’s instructions. RNA quality was measured via the Bioanalyzer 2100 (Agilent Technologies) and poly(A) RNA-seq sequencing libraries were compiled by TruSeq RNA Sample preparation kit v2 (Illumina). Quantification was performed using qPCR (Kapa Biosystems). RNA-seq was performed on the HiSeq 4000 platform (Illumina) for 2x100bp reads for a total of 45 million reads according to the manufacturer’s instructions.

### RNA-seq quality control and gene set enrichment

Quality control for each sample was completed using NGSQCToolkit v2.3 which removed adaptors and trimmed low quality bases (Phred< 30) [29]. To quantify gene expression of the trimmed reads, we used RSEM v1.2.12 which uses Bowtie2 v2.2.0 for alignment of these reads [30]. We used mouse genome mm-10 based upon the B6 reference genome. Differential gene expression (DGE) analysis was completed on the hippocampus and cortex separately, using EdgeR 3.20.9 [31]. A second quality control step included filtering out genes with less than at least 1 read per million for more than one sample. Normalization of trimmed mean of M values (TMM) was performed and quasi-likelihood F-test was used to attain DGE. Differentially Expressed genes (DE genes) were identified by comparing (i) young running to young sedentary, (ii) midlife low running to midlife sedentary, and (iii) midlife high running to midlife sedentary for each tissue (cortex or hippocampus). Genes were considered DE if the False Discovery Rate was less than 0.05 (FDR < 0.05). Given the young and midlife running were run at separate times it was not possible to directly compare the young data to the midlife data.

Ingenuity Pathway Analysis (IPA) was used to identify enriched canonical pathways for each DE gene list. Additionally, Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.8) was used to identify enrichment of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Gene Ontology (GO) terms, with the background gene sets being all trimmed normalized genes for each comparison. Enriched KEGG pathways and GO terms with FDR < 0.05 were considered significant. Cancer-related pathways were excluded from visualization.

### Statistical analyses

Details of statistical analyses of RNA-seq data are provided above. All other statistical analyses were performed in GraphPad Prism v7.0a. Body composition and lipid profiling results between the young running and young sedentary cohorts utilized an unpaired t-test. Body composition and lipid profiling results between midlife sedentary, low runners, and high runners were compared with a one-way ANOVA.

## Supplementary information

**Additional file 1: Figure S1.** Midlife runners show variation in running speed and distance. **Figure S2.** Midlife High runners show reduced adiposity due to running. **Figure S3.** CPM scatterplot of young runners compared to young sedentary in the cortex and hippocampus. **Figure S4.** CPM scatterplot of midlife runners compared to midlife sedentary in the cortex and hippocampus. **Figure S5.** Fewer DE genes in the cortex and hippocampus of midlife run mice. **Figure S6.** *Col4a1*, *Lamb2* and *Lama5* are expressed in multiple cerebrovascular-related cells.

**Additional file 2: Table S2.** All genes detected by RNA-seq, used as “background” gene list for gene set enrichment analyses.

**Additional file 3: Table S3.** Differentially expressed genes in the cortex comparing MidlifeRunHigh to MidlifeSed.

**Additional file 4: Table S4.** Differentially expressed genes in the hippocampus comparing MidlifeRunHigh to MidlifeSed.

**Additional file 5: Table S5.** Differentially expressed genes in the cortex comparing MidlifeRunLow to MidlifeSed.

**Additional file 6: Table S6.** Differentially expressed genes in the hippocampus comparing MidlifeRunLow to MidlifeSed.

**Additional file 7: Table S7.** Differentially expressed genes in the cortex comparing YoungRun to YoungSed.

**Additional file 8: Table S8.** Differentially expressed genes in the hippocampus comparing YoungRun to YoungSed.

**Additional file 9: Table S1.** Housing of Midlife Running mice.

**Additional file 10: Table S9.** Expression of Laminin and Collagen IV genes in both Zheng et al., and Vanlandewijck and He et al.

## Data Availability

All RNA-seq data is available in GeoArchive under the accession number GSE132930. The submission process is in progress. ID numbers for accessing the data will be provided prior to acceptance of this manuscript and this statement will be amended accordingly.

## Abbreviations

AD: Alzheimer’s Disease
ANOVA: Analysis of Variance
B6: C57BL/6 J
BDNF: Brain derived neurotrophic factor
Ctx: Cortex
DAVID: Database for Annotation, Visualization, and Integrated Discovery
DE: Differentially expressed
DGE: Differential gene expression
ECM: Extracellular matrix
FDR: False Discovery Rate
GO: Gene Ontology
HDL: High density lipoprotein
Hippo: Hippocampus
IPA: Ingenuity Pathway Analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDL: Low density lipoprotein
logCPM: Log (counts per million)
mo: Months
NEFA: Non-esterified fatty acids
NMR: Nuclear magnetic resonance
RNA-seq: RNA sequencing
VCID: Vascular Contributions to Cognitive Impairment and Dementia

# Supplementary material for: Transcriptional profiling predicts running promotes cerebrovascular remodeling in young but not midlife mice
**Source:** BMC Genomics. 2019 Nov 14;20:860. doi: 10.1186/s12864-019-6230-z
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Midlife runners show variation in running speed and distance. Figure S2. Midlife High runners show reduced adiposity due to running. Figure S3. CPM scatterplot of young runners compared to young sedentary in the cortex and hippocampus. Figure S4. CPM scatterplot of midlife runners compared to midlife sedentary in the cortex and hippocampus. Figure S5. Fewer DE genes in the cortex and hippocampus of midlife run mice. Figure S6. Col4a1, Lamb2 and Lama5 are expressed in multiple cerebrovascular-related cells.

**Figure S1: Midlife runners show variation in running speed and distance.** (A) Significant difference in distance ran between midlife low running and midlife high running groups (p>0.001). (B) Low runners spent less time (% of time) running than high runners. (C) Midlife High runners ran faster, with a higher percentage of time running above 100 rotations per minute. (D) Final weight at week 12 showed a significant difference in young sedentary and young runners (**p =0.0018).

**Figure S2: Midlife High runners show reduced adiposity due to running.** (A) Weight of midlife mice at time of NMR showed no significant difference. (B) Significant reduction in amount of fat (grams) in midlife high compared to midlife sedentary mice (*p =0.0225). (C) No significant difference in lean mass (grams) between the midlife cohorts. (D) Significant reduction in adiposity (%fat) in midlife high runners compared to midlife sedentary (**p= 0.0060). (E) Significant increase in lean muscle percentage of midlife high runners compared to midlife sedentary (*p= 0.0154).

**Figure S3: CPM scatterplot of young runners compared to young sedentary in the cortex and hippocampus.** (A-B) Counts per million (CPM) scatterplot of young runners compared to young sedentary in the cortex (A) and hippocampus (B) revealed Mouse 18606 as an outlier from the hippocampal dataset. This sample was removed from further analysis.

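The counts of mouse 18606 deviated from the mean of the other young sedentary hippocampi with an SD of 0.675 on the log2 scale over genes. The other 4 mice, each set against the mean of the remaining 3 without 18606, had an SD between 0.160 and 0.180. Across genes, which are not independent replicates, its deviation had a Spearman correlation of -0.66 with gene length, where those 4 mice had values from -0.42 to 0.34. Its choroid plexus score was 0.10, below the 0.51 to 3.84 of the others.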

**Figure S4: CPM scatterplot of midlife runners compared to midlife sedentary in the cortex and hippocampus.** (A-B) Counts per million (CPM) scatterplot of midlife runners compared to midlife sedentary in the cortex (A) and hippocampus (B) revealed no outliers in this dataset. There was also no observable difference between high runners and low runners.

**Figure S5: Fewer DE genes in the cortex and hippocampus of midlife run mice.** (A) Number of DE genes (FDR <0.05) in the cortex of young running compared to young sedentary, and all midlife running mice compared to midlife sedentary. (B) Number of DE genes (FDR <0.05) in the hippocampus of young running compared to young sedentary, and all midlife running mice compared to midlife sedentary.

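With midlife high and low runners pooled against sedentary mice, 0 of 15068 genes were DE in the cortex, with 950 genes at an unadjusted p under 0.05 and a smallest FDR of 0.0903 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the hippocampus, 8 of 15139 genes were DE (3 upregulated, 5 downregulated), with 1919 genes at an unadjusted p under 0.05. Of the alternatives reported for the pooled runners, DESeq2 moved these numbers most, to 29 DE genes in the cortex and 144 in the hippocampus. No likelihood ratio test is reported for them.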

**Figure S6: *Col4a1*, *Lamb2* and *Lama5* are expressed in multiple cerebrovascular-related cells.** (A) Cell type specific expression from Zheng *et. al*. (left), and Vanlandewijck and He *et. al*. and He *et. al.* (right), showing overall expression of *Col4a1* in endothelial cells, smooth muscle cells, pericytes and fibroblast-like cells. (B) Expression of *Lamb2* in endothelial cells, smooth muscle cells, pericytes and astrocytes. (C) Expression of *Lama5* in endothelial cells and astrocytes.

How the deposited data were processed for this re-analysis (not part of the article)

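Libraries of poly(A) RNA from the cortex and the hippocampus of 34 male mice were used, 65 in all, and no sample was left unmapped. Conditions and mouse numbers were taken from the sample labels and the paper. The groups were young runners, young sedentary mice, midlife sedentary mice, midlife low runners and midlife high runners, with the numbers of mice given in the data passage. Of the 12 midlife sedentary mice, 10 had a cortex library, and 1 midlife high runner had no hippocampus library. Table S1 gives the cages of the midlife runners, 6 cages of 2 mice, and none of other mice. In 4 cages of the cortex and 3 of the hippocampus a high and a low runner shared the cage, and the deviations from their group means had Pearson correlations across genes from -0.57 to 0.67 in the cortex and from 0.015 to 0.63 in the hippocampus.

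The authors removed adaptors and trimmed bases with a low quality with NGSQCToolkit, aligned the reads to mm10 with Bowtie2 and quantified genes with RSEM. The deposited count tables hold whole numbers per gene and library, without normalization. The deposited tables also hold the authors' comparisons, with log2 fold changes, p-values and FDR, and a signed fold and test statistic that were read as a score. Those were used to count shared calls, to compare log2 fold changes across genes and to give coordinates. In the tables of young mice, 93 further columns belong to no sample of this series and were not used.

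Counts were analysed with edgeR version 4.0.16 in R version 4.3.3. Genes with more than 1 CPM in at least 2 samples of a fit were kept, following the paper's filter. Library sizes were scaled by TMM, dispersions were estimated with the edgeR 3 series method (legacy mode), and contrasts were tested by the quasi-likelihood F-test with Benjamini-Hochberg adjustment at an FDR of 0.05. Standard errors were derived from the fold change and the F statistic. List scores were the mean of log2(CPM + 0.5) and were compared by two-sided exact permutation tests, with a Benjamini-Hochberg adjustment over 60 comparisons, and correlations by 100000 permutations. Set tests used camera with an inter-gene correlation of 0.01 from limma version 3.58.1. DESeq2 version 1.42.0 was used as an alternative. GENCODE vM21 gave a symbol to 37607 of the 38924 gene identifiers, 96.6%, and gave gene lengths. Scripts were tested on simulated data with 200 genes changed 2-fold before they were run.

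Genes named in the text are those the paper names in its results, Fig. 4, Fig. 5 or Table S9, the 3 highest and 3 lowest fold changes of each comparison among DE genes with a mean of at least 1 CPM and no overlap between the groups, and members of fixed marker lists. The lists were choroid plexus epithelium (22 genes), choroid plexus collagens (5), red blood cells (6), haemoglobin (4), meninges (12), endothelium (12), striatum (8), thalamus (8), dentate gyrus (6) and clock genes (17), counted as found in the tables. The comparisons, tests, lists and most alternatives were written down before the data were examined. The sequencing lane, length score and meninges score as covariates, the choroid plexus score in the difference between the ages, the fits of young and midlife mice together, the fits of runners with and without the cage as a replicate block, and tagwise dispersions by edgeR's GLM method were added after the data were seen. The list scores with mouse 18606 kept were also added then.

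The alternatives were DESeq2's size factors, no filter on low counts and edgeR's filterByExpr, edgeR 4's default quasi-likelihood method and its robust form, likelihood ratio tests with common, trended and tagwise dispersions, DESeq2's Wald test, fits of only the groups compared, the choroid plexus score as a covariate, mouse 18606 kept, a pseudocount of 0.1, fry and an estimated correlation for the set tests, and each mouse left out in turn. For each comparison across genes, 100 splits of the mice were drawn with a fixed seed. Pathway and GO terms of IPA, KEGG and DAVID were not analysed here, and of the supplementary tables read, Table S2 and Table S8 were held only in part and no set test was run on them. Body composition, lipids and running data were not analysed here. Of the genes the paper names, 1 is not reported.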

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

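The tests of library size, residual blood, time of harvest, sequencing lane and dilution, and the fits of young and midlife mice together with their splits, were chosen only after the result was seen. In 250 groups of 4 to 10 mice tested for a mouse apart from the rest, 22 had one, where chance gives 12.5.

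In the hippocampus, the choroid plexus epithelium score of young runners lay 3.50 above that of young sedentary mice, in 5 of 5 runners, and that of 5 choroid plexus collagens 2.89 above, a tissue the paper does not report on (exact permutation p = 0.00794 each, the smallest that 5 against 4 mice allow, adjusted 0.0476 over 60 comparisons). Of the 22 epithelium genes, 19 exceeded 1 CPM in sedentary mice, and Ttr had 3093 ± 935 CPM in runners against 460 ± 593 CPM in sedentary mice. Library size is argued against as the cause, since the mean total count of runners was 1.26 M higher (exact permutation p = 0.786), while Ttr rose from 460 to 3093 CPM, a value already scaled to the total count. The listed genes rose and fell together among the 12 midlife sedentary hippocampi, with a median correlation of 0.946, and 289 genes outside the lists rose with the score there. Of these, 288 were higher in young runners, 261 were DE, and their median log2 fold change was 1.08, against -0.01 for the other genes. This is consistent with more choroid plexus tissue in the dissected hippocampi of young runners. An effect of running on the choroid plexus itself was not tested and stays open.

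Of the genes called higher in the young hippocampus outside the lists, 92.6% rose with the choroid plexus score among midlife sedentary mice, against 47.1% of all genes, and 63.0% lay within 2 combined standard errors of the change this predicts, so choroid plexus tissue may account for many of them. Another 456 lay above that range, so it is not shown to account for all. Of the genes called lower, 91.4% fell with the score and 78.1% lay within the predicted range, which the test set beforehand would read as going with the tissue. A test chosen after this was seen argues against dilution by its RNA, since the rise of the higher genes took 1.43% of all counts, a log2 change of -0.021 for every other gene, while the lower genes had a median of -0.23 and a smallest fall of -0.12. For the lower genes the explanations cannot be told apart, since other tissue that varies with the score in a dissection would give the same pattern. In a fit of young and midlife mice together, 1102 genes were DE in the young hippocampus, and 19 with the score as a term. Since the score separates young runners from young sedentary mice, running and tissue cannot be told apart there.

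Single mice stood apart in the same genes. Young sedentary mouse 18627 had a choroid plexus collagen score of 2.62, against 0.66 to 0.81 in the other 3, and 0.71 CPM of Cdh3, 4.64 CPM of Tmem72, 0.887 CPM of Six3os1 and 9.66 CPM of Col8a1 in the hippocampus, each above the others. Without it, the epithelium score difference of the young groups was 4.22 in place of 3.50. Midlife high runner 6332 had scores of 4.56 for epithelium and 3.42 for collagens and 2475 CPM of Ttr, where the others had at most 5.93 CPM of Ttr. Without it, the epithelium score difference between midlife high runners and sedentary mice changed from -0.40 to -1.26. The log2 fold change of Ttr changed from -0.29 to -7.47. In the cortex, midlife sedentary mouse 6859 had an epithelium score of 1.99 and 465 CPM of Ttr, and without it the log2 fold change of Ttr in midlife high runners was -1.84 in place of -4.30. That such values also occur in sedentary mice is in line with choroid plexus tissue in single dissections, the explanation with the value of 1.08 above.

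The genes of Fig. 4c, which the paper draws from the GP6 Signaling pathway, were higher in the young hippocampus with a median log2 fold change of 0.85 in the fit of both ages and 0.41 with the choroid plexus score as a term. Here running and choroid plexus tissue cannot be told apart, since the score separates the groups. In the young cortex, the collagen and laminin genes had a median of 0.38 in the fit of both ages, 0.35 with the choroid plexus score and 0.21 with the meninges score. With the choroid plexus score, 1 of 100 splits of the young mice, the real one, gave as large a median and the next reached 0.22. This argues only weakly against that tissue as the whole cause there. Only 5 of the 22 genes of the score exceeded 1 CPM in the cortex of young sedentary mice. With the meninges score, 1 of 100 splits, the real one, also gave as large a median, at 0.212 where another split reached 0.211. Meninges as the whole cause are thus argued against only weakly, and as a part of the cause they stay open, since the median fell with their score. The choroid plexus collagens score was 0.23 higher in the cortex of young runners, in 5 of 5 (exact permutation p = 0.00794, adjusted 0.0476), and its effect differed from that of midlife high runners by 0.51 (permutation p = 0.0016, adjusted 0.0413 over 40 comparisons).

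Scores of neighbouring regions differed as well in young mice, where the paper reports none. The striatum score was 0.27 higher in the cortex and 0.33 higher in the hippocampus of runners, in 5 of 5 each, and the dentate gyrus score was -0.28 lower in the hippocampus, in 5 of 5 (exact permutation p = 0.00794 each, adjusted 0.0476). The dentate gyrus difference was -0.18 without 18626. The thalamus score of the hippocampus was 0.46 higher in young runners (exact permutation p = 0.0159, adjusted 0.0794), and its effect exceeded that of midlife high runners by 0.55 (permutation p = 0.00207, adjusted 0.0413). Genes brought by tissue should vary together between dissections. Among midlife sedentary mice, the median correlation between listed genes was 0.68 for striatum in the cortex, 0.70 for dentate gyrus and 0.21 for thalamus in the hippocampus, above the 95th percentile over 1000 random lists (0.30, 0.30 and 0.17), and 6 of 7, 6 of 6 and 7 of 8 genes moved with their list in young runners. Differences in the dissection are therefore a candidate explanation for these 3. For striatum in the hippocampus the correlation was -0.016 and 6 of 8 genes were higher, so that tissue and running cannot be told apart. Mouse 18606 had a low striatum score of 2.88 in the young sedentary cortex, and midlife sedentary mouse 9555 a high one of 4.00, without which the striatum effect of midlife high runners was 0.0055 in place of -0.09.

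The effects of running differed between young mice and midlife high runners for 5 genes in the cortex and 659 in the hippocampus, and 1 of 100 splits of the mice gave as many in each region, the real one. In the hippocampus, this held for Gm15429 (difference of -1.53), Lamb2 (0.50), Lama5 (1.21), Col6a3 (2.66) and Col6a5 (2.13), with an FDR of 0.0285, 0.0151, 0.0224, 0.019 and 0.0338 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and for the collagen and laminin set by 0.60 in the cortex and 0.82 in the hippocampus. With the choroid plexus score in the fit, 1 gene differed in each region, so differences in tissue may account for much of it in the hippocampus. The change in the cortex says less about tissue, since 5 of the 22 genes of the score exceeded 1 CPM in young sedentary mice there. The young and midlife mice ran at separate times, and the distance of the sequenced young runners is not known. Age, experiment and the amount run therefore cannot be told apart. In the cortex, the young and midlife high effects had a correlation of -0.30 across genes, and 0.016 with the length score of the libraries in both fits, so a bias by gene length between libraries is a candidate explanation of their opposite direction.

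The remaining mice apart from their group were found in single values, and no biological explanation was tested for them. Young runner 18289 had a low total of 22.1 M counts in the cortex. Young sedentary mouse 18605 had low red blood cell and haemoglobin scores of 1.78 and 2.91 in the hippocampus, without which the haemoglobin difference of young mice was -0.0031 in place of 0.41. Midlife sedentary mouse 6967 had a clock score of 5.76 and 126 CPM of Nr1d1 in the cortex, and midlife high runner 7785 had 196 CPM of Nr1d1 there, 1 mouse of each group near the values of the other. Young sedentary mouse 18606 had 77.9 CPM of Flt1 in the cortex, young runner 18527 had 42.4 CPM of Lama5 in the hippocampus, midlife high runner 3597 had 230 CPM of Hbb-bs in the cortex and midlife high runner 7785 had 92.2 CPM of Bok in the hippocampus.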

How the results depend on the processing

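Between runners and sedentary mice, no paired analysis was possible because they share no mouse and Table S1 gives the cages of midlife runners only. Between high and low runners, the cage as a replicate block gave 0 DE genes in the cortex (373 genes at an unadjusted p under 0.05, 208 in the runners alone without it) and 0 in the hippocampus (745, and 654 without it). For the distance rank, it gave 1 gene in the cortex, where the main number was 0, and 0 in the hippocampus (596 genes at an unadjusted p under 0.05). The alternatives with the sequencing lane, the length score, the meninges score, the choroid plexus score in the difference between the ages, the fits of both ages together, the fits of runners alone, the cage and the tagwise dispersions by edgeR's GLM method were chosen only after the data were seen. So were the list scores with mouse 18606 kept. Except where stated, the cause of a change was not tested.

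In the young cortex, the main number of 945 DE genes was 16 with the choroid plexus score, 1813 under DESeq2, 1509 with a common dispersion, 1550 with tagwise dispersions and 1546 with the meninges score. In the fit of both ages it was 70, with the choroid plexus score 56 and with the meninges score 34. Of the 22 genes of the choroid plexus score, 5 exceeded 1 CPM in the cortex of young sedentary mice. In the young hippocampus, the main number of 1944 was 0 with the choroid plexus score (636 genes at an unadjusted p under 0.05), 513 with the meninges score and 1004 with mouse 18606. In the fit of both ages it was 1102, with the choroid plexus score 19 and with the meninges score 72. Of its calls 71.3% were higher in the main setting, against 59.2% of 2703 under DESeq2, 82.6% with a common dispersion, 86.1% with mouse 18606 and 92.0% with the meninges score. The share was 55.0% in the young cortex, against 75.0% with a common dispersion and 65.5% with trended dispersions, and in high runners in the hippocampus 8 of 15, against 95 of 300 with a common dispersion.

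For midlife high runners in the cortex, the main number of 0 was 19 under DESeq2, 217 with a common dispersion, 137 with trended dispersions, 8 with tagwise dispersions, 8 with tagwise dispersions by the GLM method, 11 with the length score and 4 with the meninges score. For low runners in the cortex, 0 became 3, 69, 45, 2 and 3 under the same tests in that order and 2 with the length score. For high runners in the hippocampus, the main number of 15 was 70 under DESeq2, 300 with a common dispersion, 200 with trended dispersions, 44 with tagwise dispersions, 33 by the GLM method, 8 with the meninges score and 8 with only the groups compared. For low runners in the hippocampus, 0 became 41 under DESeq2, 181, 110, 8 and 11 under the likelihood ratio tests in that order, 4 with the meninges score, 3 with only the groups compared, and 1 each with DESeq2's size factors, with edgeR 4's method and with the robust fit. In simulated midlife cortex counts with 200 changed genes, 46.5% of the calls with a common dispersion and 44.9% with trended dispersions were false. In the main setting it was 5.64%. Calls made only by these tests may therefore be false where single genes vary more than those dispersions allow.

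All midlife runners had 29 DE genes in the cortex under DESeq2, and 144 under DESeq2, 4 without a filter and 2 with the lane in the hippocampus, where the main number was 8. DESeq2 called 3 genes between high and low runners and 6 with the distance rank in the hippocampus. The difference between the ages covered 1 gene against low runners, 1 with the choroid plexus score, 3 with DESeq2's size factors, 156 under DESeq2 and 2 without a filter in the cortex. In the hippocampus it covered 1 gene with the choroid plexus score, 1265 under DESeq2, 342 without a filter and 2416 with mouse 18606.

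Across the fits that each left out a mouse, the number of DE genes ranged from 128 (without 18681) to 1301 (without 18606) in the young cortex, from 1136 (without 18681) to 2607 (without 18526) in the young hippocampus, from 0 to 5 (without 7785) for high runners in the cortex, from 0 (without 9926) to 21 (without 6967) for high runners in the hippocampus, from 0 to 6 (without 9555) for low runners in the hippocampus, and from 0 to 1 (without 3597) between high and low runners in the hippocampus. The difference between the ages ranged from 0 (without 9926) to 10 (without 1388) in the cortex and from 3 (without 18681) to 1630 (without 6332) in the hippocampus.

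The medians of the gene sets do not depend on the set test, but their calls do. For the collagen and laminin set, the medians of 0.53 in the young hippocampus, -0.23 and -0.11 in high and low runners in the cortex, and -0.21 and -0.12 in the hippocampus lost their call with an estimated correlation (adjusted p from 0.129 to 0.385), and the midlife ones also under fry (adjusted p from 0.21 to 0.477). The angiogenesis list of the young hippocampus, with a median of 0.17, lost its call with an estimated correlation (adjusted p = 0.0937). In low runners in the cortex, the collagen and laminin median was -0.032 and no longer past the threshold with the choroid plexus score, and ranged from -0.13 to 0.0022 (without 5915) with mice left out. It ranged from -0.32 to -0.11 (without 5915) in high runners in the cortex, and from -0.25 to -0.11 (without 9555) and from -0.22 (without 5581) to -0.055 (without 0533) in high and low runners in the hippocampus. The angiogenesis medians ranged from -0.16 to 0.012 and from -0.035 to 0.032 in high and low runners in the cortex, and from -0.022 to 0.050 and from -0.068 to 0.015 in the hippocampus, around 0.

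Of the list scores, choroid plexus collagens in high runners in the cortex had no call after adjustment (exact permutation p = 0.0492, adjusted 0.174), and their unadjusted p was 0.0529 with DESeq2's size factors (a difference of -0.28) and 0.0681 with a pseudocount of 0.1 (-0.39). Those in low runners in the hippocampus reversed to -0.034 with that pseudocount. With mouse 18606, the dentate gyrus difference of the young hippocampus reversed to 0.22 and the haemoglobin difference to -0.078. The thalamus difference of high runners in the cortex reversed to 0.000971 with DESeq2's size factors. With mice left out, choroid plexus collagens ranged from -0.33 to -0.23 in high runners in the cortex, from -0.80 (without 6332) to 0.045 (without 9555) in high runners in the hippocampus, and from -0.38 to 0.29 in low runners there. Choroid plexus epithelium ranged from -0.29 to 0.63 in low runners in the hippocampus and from 0.15 to 0.25 in the young cortex. The clock score ranged from -0.17 to -0.080 in low runners in the cortex and from -0.13 to -0.094 in the hippocampus. Dentate gyrus ranged from -0.14 to 0.055 in low runners in the cortex and from -0.24 to 0.18 in the hippocampus. Endothelium ranged from -0.018 to 0.025 in high runners in the hippocampus. Haemoglobin ranged from 0.86 to 1.16 in high runners in the cortex and from -0.0031 to 0.70 in the young hippocampus. Red blood cells ranged from 0.69 to 0.94 in high runners in the cortex. Meninges ranged from 0.51 to 0.97 in the young cortex and from 0.54 to 1.10 in the young hippocampus. Striatum ranged from -0.11 to 0.0055 and from -0.032 to 0.21 in high and low runners in the cortex, from -0.017 to 0.067 and from -0.0024 to 0.042 in the hippocampus, and from 0.21 to 0.32 in the young cortex. Thalamus ranged from -0.055 to 0.077 and from -0.010 to 0.083 in high and low runners in the cortex and from -0.039 to 0.0043 in low runners in the hippocampus.

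Of single genes, the choroid plexus score as a term reversed Col4a1 to -0.11, Col8a1 to -0.25 and Ttr to -2.21 in the young hippocampus, Ttr to -1.13 in the young cortex, Ttr to 0.19 in low runners in the cortex and Notch1 to 0.015 in high runners in the cortex. In the young hippocampus the score separated the groups, so the reversals there cannot tell running from tissue. Mice left out moved Ttr from -0.28 to 0.39 in the young cortex, from -7.47 to 0.82 in high runners and from -0.092 to 1.93 in low runners in the hippocampus, and Col4a1 from -0.039 to 0.074, Dll4 from -0.23 to 0.038 and Notch1 from -0.16 to 0.048 in high runners in the cortex. Of 292 comparisons of single genes under the other alternatives, 246 kept their direction and side of the threshold, 30 became weaker, 10 stronger and 6 reversed. Of 1254 with a mouse left out, 1130 kept both, 92 became weaker, 13 stronger and 19 reversed. The depth of the counts may limit genes near 1 CPM, such as Cdh1 and Asb4, which was not tested.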

Differences from the paper's values

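The paper's numbers of DE genes in midlife mice differ from those here, and each was computed again under the alternatives set before the data were examined.

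The methods name edgeR's quasi-likelihood F-test, while the authors' deposited tables of young mice have a column of likelihood ratio statistics. For young mice, the main values were 945 genes in the cortex and 1944 in the hippocampus, against the paper's 1252 and 2026. A likelihood ratio test with tagwise dispersions by edgeR's GLM method, chosen after seeing the values, called 1241 and 2023 genes, of which the deposited tables call 1240 and 2020.

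For midlife high runners in the cortex, the main values were 0 DE genes, 0 upregulated and 0 downregulated, with 1084 genes at an unadjusted p under 0.05, against the paper's 214, 70 and 144. With a likelihood ratio test with a common dispersion they were 217, 72 and 145, and with trended dispersions 55 genes were upregulated. The other alternatives did not come within 1.5 times the paper's values.

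For midlife low runners in the cortex, the main values were 0, 0 and 0, with 503 genes at an unadjusted p under 0.05, against the paper's 67, 20 and 47. With a common dispersion they were 69, 20 and 49, and with trended dispersions 45 genes were DE and 32 downregulated, while the other alternatives did not close the gap.

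For midlife high runners in the hippocampus, the main values were 15, 8 and 7, against the paper's 271, 87 and 184. With a common dispersion they were 300, 95 and 205, and with trended dispersions 200 genes were DE and 90 upregulated. The other alternatives did not close the gap.

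For midlife low runners in the hippocampus, the main values were 0, 0 and 0, with 1417 genes at an unadjusted p under 0.05, against the paper's 172, 80 and 92. With a common dispersion they were 181, 82 and 99, and no other alternative came within 1.5 times the paper's values.

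The paper calls Col24a1, Col6a3, Col6a2, Col6a5, Col6a1 and Col5a1 DE in the hippocampus of midlife high runners, where 0 of them were called here, with 3 at an unadjusted p under 0.05. They were called with a common dispersion (6 genes) and with trended dispersions (4 genes). The paper calls Col8a1 and Hif3a in the cortex of midlife high runners. Here 0 of them were called. With a common dispersion both were called, and Hif3a was with trended dispersions, under DESeq2 and, chosen after seeing the values, with tagwise dispersions by edgeR's GLM method. The paper's text counts Hif3a among the genes upregulated in young runners, while its Fig. 5b has it among the lower genes. The log2 fold change of Hif3a here was -0.56, in the direction of the figure. The paper calls all 6 of Mmp14, Vegfa, Kdr, Flt1, Dll4 and Notch1 in the young cortex, where 3 were called here. All 6 were called under DESeq2 and under the likelihood ratio tests with common, trended and tagwise dispersions, and with tagwise dispersions by the GLM method, which was chosen after seeing the values. Flt1 was also called with the meninges score and Dll4 with the length score, both chosen after seeing the values. With the choroid plexus score 0 of the 6 were called, and in the fits of both ages, chosen after seeing the values, 2, 2 and 1 alone, with the choroid plexus score and with the meninges score. The haemoglobin genes that the paper finds among its enriched terms at midlife were called only with common and with trended dispersions, 4 of 4 in high runners in both regions and in low runners in the hippocampus.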

Other observations

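The tests of residual blood, time of harvest and sequencing lane were chosen only after the result was seen.

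Other splits of the same mice, 100 for each comparison with the real one included, were counted. In the young cortex, 1 split gave as many DE genes, 1 as many with a common dispersion, 1 as large a collagen and laminin median and 1 as large an angiogenesis median, which says little since the paper chose that list on these mice. In the young hippocampus these were 1, 1, 1 and 2 splits. For midlife high runners they were 100, 21, 6 and 67 in the cortex and 3, 27, 8 and 96 in the hippocampus, and for midlife low runners 100, 45, 31 and 100 in the cortex and 100, 57, 21 and 32 in the hippocampus. A split with as many genes counts every split where the real number is 0. Of the 100 splits, 23 gave as many genes at an unadjusted p under 0.05 for high runners in the cortex, 23 for low runners, 11 for high runners in the hippocampus and 16 for low runners. Other splits of the high runners and sedentary mice gave 9, 4384, 4581 and 4799 DE genes in the cortex. The simulated genes varied independently of each other, so the simulated shares of false calls do not cover such splits. For all midlife runners, 100 splits in the cortex and 1 in the hippocampus gave as many DE genes. For high against low runners, 100 and 100 did, for the difference between the ages 1 and 1, and for the distance rank 100 and 100.

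The calls made in midlife mice with a common dispersion have a candidate explanation in genes that vary more between mice than that dispersion allows, since 46.5% of such calls were false in simulated counts. Another split of the mice gave a median of 64 such genes in the cortex of high runners and 208 in the hippocampus.

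The first principal component of the midlife cortex carried 61.2% of the variance, and its loadings had a Spearman correlation of -0.64 with gene length across genes, which are not independent replicates. A bias by gene length between libraries, as from the quality of RNA, is a candidate explanation. It may also bear on mouse 18606, whose deviation from the other young sedentary hippocampi had a Spearman correlation of -0.66 with length, against -0.42 to 0.34 in those mice. Neither gives a biological reason, and none was tested. Whether the sequencing lane bears on the few DE genes of midlife high runners in the cortex cannot be told, since 5 of the 6 lay in lane 1. With the lane as a term 0 genes were DE, with 573 genes at an unadjusted p under 0.05 against 1084 without it.

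The haemoglobin score was higher in midlife high runners in both regions. Over 21 midlife mice with both regions, the scores of cortex and hippocampus had a Pearson r of 0.929 and a Spearman rho of 0.938, each with a permutation p of 1e-05, the smallest that 100000 permutations give. Within groups r was 0.909, and without the 2 mice farthest from the median 0.870. Within sequencing lanes it was 0.795 (permutation p = 4e-05). Residual blood in the tissue would give such a relation, and more blood or red blood cells in runners would give the same, so these cannot be told apart. A bias by gene length is argued against as the whole cause, since with the length score as a term the difference was 0.77 in the hippocampus (permutation p = 0.0402) and 0.68 in the cortex (permutation p = 0.0616).

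Of 54 pairs of a clock gene and a comparison, 51 moved as a phase shift would move them, with Arntl and Npas2 higher and Dbp, Per1, Per2, Per3, Ciart, Nr1d1 and Nr1d2 lower in runners. Whether the time of harvest differed between the groups or running changed the clock cannot be told apart, since the labels give no time of harvest.

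Other list scores did not pass the adjustment over 60 comparisons. The endothelium score of 12 genes differed by 0.05 in the young cortex (exact permutation p = 0.5) and by 0.11 in the young hippocampus (exact permutation p = 0.183). Its difference in the young cortex was 0.0099 without 18526 and 0.098 without 18289, and in the young hippocampus 0.045 without 18605, with exact permutation p-values up to 0.889 and 0.446 when a mouse was left out. The meninges score of 12 genes was 0.72 higher in the young cortex (exact permutation p = 0.0952) and 0.74 in the young hippocampus (exact permutation p = 0.103). The red blood cell score of 6 genes was 0.83 higher in midlife high runners in the cortex (exact permutation p = 0.0308, adjusted 0.123) and 0.77 in the hippocampus (exact permutation p = 0.0147, adjusted 0.0794). The mean total count of young runners differed from that of young sedentary mice by -6.93 M in the cortex (exact permutation p = 0.111) and by 1.26 M in the hippocampus (exact permutation p = 0.786), and that of midlife high runners was 7.64 M higher in the hippocampus (exact permutation p = 0.0197).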
